# Peripheral NOD-like receptor deficient inflammatory macrophages trigger neutrophil infiltration into the brain disrupting daytime locomotion

**DOI:** 10.1038/s42003-022-03410-z

**Published:** 2022-05-16

**Authors:** Victoria Kwon, Peiwen Cai, Cameron T. Dixon, Victoria Hamlin, Caroline G. Spencer, Alison M. Rojas, Matthew Hamilton, Celia E. Shiau

**Keywords:** Neuroimmunology, Chronic inflammation

## Abstract

Inflammation is known to disrupt normal behavior, yet the underlying neuroimmune interactions remain elusive. Here, we investigated whether inappropriate macrophage-evoked inflammation alters CNS control of daily-life animal locomotion using a set of zebrafish mutants selected for specific macrophage dysfunction and microglia deficiency. Large-scale genetic and computational analyses revealed that NOD-like receptor *nlrc3l* mutants are capable of normal motility and visuomotor response, but preferentially swim less in the daytime, suggesting possible low motivation rather than physical impairment. Examining their brain activities and structures implicates impaired dopaminergic descending circuits, where neutrophils abnormally infiltrate. Furthermore, neutrophil depletion recovered daytime locomotion. Restoring wild-type macrophages reversed behavioral and neutrophil aberrations, while three other microglia-lacking mutants failed to phenocopy *nlrc3l* mutants. Overall, we reveal how peripheral inflammatory macrophages with elevated pro-inflammatory cues (including *il1β*, *tnfα*, *cxcl8a*) in the absence of microglia co-opt neutrophils to infiltrate the brain, thereby potentially enabling local circuitry modulation affecting daytime locomotion.

## Abstract (web summary)

Peripheral inflammatory macrophages are found to modulate daytime locomotion of zebrafish via recruiting neutrophils into the brain.

## Introduction

The impact of the immune system on brain function is seemingly self-evident when recognizing that behavioral changes coined as “sickness behaviors” are triggered by the body’s response to infection. These are a collection of behaviors evolutionarily conserved from zebrafish to humans, which include fatigue, social withdrawal, and reduced physical activity intended to conserve energy to meet the demands of fighting off pathogens for survival^1–5^. In response to an infection or injury, immune cells collectively instigate inflammation that serves two main purposes: to eliminate pathogens or harmful debris and restore homeostasis^6,7^. To this end, innate immune cells are thought to release pro-inflammatory cytokines predominantly IL-1β and TNF-α in the periphery that subsequently can reach the brain parenchyma via passage through the extracellular fluids or through the peripheral nerves^3,8–11^. The brain is thought to be able to recognize these pro-inflammatory cytokines as cues to implement the sickness behavior circuit^2,9^. Besides infection, immune dysregulation can also lead to unwarranted inflammation causing high elevation of these cytokines systemically^6^, but whether this can cause sickness behavior remains unclear. Irrespective of the infection context, the underlying mechanisms by which inflammation triggers behavioral changes remain poorly understood, including the dynamic neuroimmune interactions and brain targets involved.

Macrophages are key players that orchestrate inflammation to promote tissue resolution after an infection, injury or disease ^12–15^, but how their dysregulation in the periphery may alter brain function and its behavioral outcome remains underexplored. A recent study indicated that peripheral macrophages along the peripheral nerve were responsive to spinal cord neurodegeneration and able to repress pro-inflammatory microglial activation^16^, implicating more intimate communication between peripheral macrophages and central nervous system (CNS) cells than previously thought. In terms of routes through which peripheral immune signals may be interpreted by the brain, microglia, brain-resident macrophages, may act as major CNS facilitators for such communications as they can respond rapidly to environmental changes^17^. Furthermore, intimate ties between peripheral adaptive immunity and CNS functions have been well demonstrated through active engagement of T-cells in the brain meninges at homeostasis and in disease states capable of disrupting CNS circuits that affect animal behaviors^18–22^. Therefore, the interplay of the peripheral immune system, both the innate and adaptive arms, and the CNS is emerging as an important factor shaping brain function and homeostasis.

Genetic basis for immune crosstalk on neural circuits and behavioral output leading to sickness phenotypes remains limited. Most experiments have relied on administration of lipopolysaccharide (LPS), pro-inflammatory cytokines and activators, or inhibitors of inflammatory cytokine production to gauge the effects of immune disturbance on animal and human behavior as associated with sickness^1,3,8,23–26^. Other studies have used transgenic mice to show that CNS-driven overexpression of specific pro-inflammatory cytokines was sufficient to cause structural and behavioral changes mimicking human neurological disorders or sickness^27^. Here, we use an unbiased large-scale genetic approach to examine whether a null mutation in the NOD-like receptor *nlrc3l* causing peripheral macrophage dysregulation and systemic inflammation^28^ can modify homeostatic zebrafish behavioral outcomes. Free and exploratory whole-body movements, coined as “spontaneous locomotion”, represent an innate behavior that does not require learning or prior experience. Because they are arguably the most fundamental and evolutionarily conserved behavioral readout^29–35^, we focused on this mode of behavior. Spontaneous locomotion may also reflect the motivational state and survival instincts of animals to explore, search for food, and respond to environment^35–38^, which are conditions that may be altered by sickness. To this end, we examined daily routine spontaneous swimming over several days in larval zebrafish and assessed the impact of innate immune perturbations.

The larval zebrafish model system offers clear advantages for investigating complex interactions between the immune and nervous systems affecting brain circuits and behavioral outcomes. Due to its optical transparency, small size, rapid development, and genetic tractability in the intact organism, larval zebrafish is amenable to in-depth in vivo analysis of molecular and cellular processes, allowing mechanisms at the single-cell level to be revealed in the context of the whole animal physiology and behavior. Furthermore, zebrafish genes and immune system share high homology with those of humans^39–41^. It also presents a unique opportunity to study the innate immune system independent of adaptive immune contributions, since adaptive immunity does not become functionally mature until juvenile adult stages^42^.

In this study, we leverage the strengths of the zebrafish to interrogate the ability for peripheral inflammatory macrophages to modulate steady state spontaneous locomotion. Zebrafish larvae naturally make short bursts of movement referred to as swim bouts throughout a 24-hour day, albeit movement is minimized in the dark period at night for these diurnal animals^43,44^, providing an ideal system to monitor spontaneous locomotion. We hypothesized that modulation of neural circuits by the immune system may be one of the intrinsic factors that govern spontaneous behaviors particularly in unprovoked locomotion, which has remained unexplored. Furthermore, we focused on the analysis of a member of the cytoplasmic nucleotide binding oligomerization domain (NOD)-like receptors (NLRs), which are pattern recognition receptors that respond to microbial molecules and danger- and stress-associated molecular patterns^45^. While most NLRs activate pro-inflammatory signaling, some members function as negative regulators of immune response^45^, including *nlrc3l*, a particularly interesting NLR as its deletion causes spontaneous unwarranted systemic inflammation in zebrafish^28^. Microglia, the brain-resident macrophages, are absent^7,28^, because peripheral primitive macrophages from which they are derived from^46,47^ are inappropriately activated and diverted from their intended developmental course. Therefore, the study of *nlrc3l* mutants in addition to three other independent microglia-lacking mutants (gene deletion of interferon regulatory factor *irf8*^48^, the xenotropic and polytropic retrovirus receptor *xpr1b*^49^, or myeloid transcription factor *pu.1/spi1b*^50^) enabled a more systematic analysis of the impact of microglia on steady state locomotor circuitry. Taken together, the collective results from this study indicate minimal to negligible impact of microglia loss alone, but critical influences of peripheral macrophage-evoked inflammation compounded by microglia deficiency on triggering behavioral changes in *nlrc3l* mutants.

## Results

### A genetic paradigm for assessing impact of inappropriate inflammatory macrophage activation

Previous forward genetic screens have identified loss-of-function mutations in a novel NOD-like receptor, *nlrc3l*, that cause microglia loss due to abnormal macrophage activation in zebrafish^28,51^. To address possible neuroimmune interactions in motivating locomotor behaviors, we, therefore, sought to use *nlrc3l*^*st73*^ null mutants as a genetic model to interrogate whether disruptions in macrophages and microglia can impact the locomotor circuitry.

To characterize the immune dysfunction in *nlrc3l* mutants more comprehensively, we conducted an RNA-seq based transcriptome analysis to define differentially expressed genes in the *nlrc3l* mutants compared with their co-housed wild-type and heterozygous siblings at steady state (Fig. 1a). 

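RNA-seq was carried out on whole larvae at 4 dpf, in 2 pools of *nlrc3l* mutants and 2 pools of their siblings. One pool of each genotype held 10 larvae and the other held 12. The mutants had been sorted for lack of microglia by neutral red, a dye that microglia take up, and the siblings for normal microglia, so the presence of microglia was part of how the pools were made. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 and compared the genotypes with DESeq2. The authors' deposited table holds 1 row per gene, with the mean normalized count over the 4 libraries (baseMean), the log2 fold change of mutants over siblings, its standard error and the p-value. Values per library were not analysed here, so the depth of each library and the spread between pools of a genotype enter only through the standard errors. Summed over the 19143 genes of the authors' deposited table, baseMean came to 8721330 normalized counts per library, with a median of 126 per gene and a lowest value of 9.18. From the log2 fold changes and standard errors, the two-sided normal p and its Benjamini-Hochberg adjustment were recomputed over all of these genes, and 95% limits were added. The recomputed adjusted p differed from the deposited one by at most 3.29e-07. The statistic had a robust SD of 1.19 across genes, wider than the value of 1 that a standard normal null gives. To describe a list of genes, the median of its log2 fold changes was placed among those of 10000 random lists of the same size, matched in 20 bins of baseMean. Random lists hold unrelated genes, whereas genes of one tissue share the variation of the libraries, so these percentiles describe the 4 libraries and are not tests. The mutated gene was lower in the mutants. In the authors' deposited table, *nlrc3l* (ENSDARG00000099936) had a baseMean of 42.8 and a log2 fold change of -0.68, with an adjusted p of 0.072. Its 95% limits ran from -1.14 to -0.22, and its change did not pass the adjusted p of 0.05 used for calls.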

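With the thresholds of Fig. 1a, an adjusted p of 0.05 or less and a fold change of 1.5 or more, the recomputed test called 245 genes higher in *nlrc3l* mutants. Their median log2 fold change was 1.11. The count depended most on the fold change minimum, and without it 564 genes were higher. A test of each gene against a fold change of 1.5, in place of a limit on the estimate, left 36 genes higher at an adjusted p of 0.05. The inflammation and immune genes that the paper names in its text and in Fig. 1a, 30 symbols on 31 genes since *mmp13a* stands on 2 identifiers, were all higher at an adjusted p of 0.05 or less, and 30 of the 31 also passed the fold change minimum. Adjusted over the list alone, all 31 were higher too, but the study chose these genes on the same libraries, so this is not independent evidence. The median log2 fold change of the list was 1.00, above that of every one of the 10000 matched lists. Among the cytokines, *il1b* had a log2 fold change of 0.91 (standard error 0.25, adjusted p = 0.00724 by DESeq2) in the authors' deposited table, with 95% limits of 0.43 to 1.40. For *cxcl8a* the authors' deposited table gives 1.26 (standard error 0.27, adjusted p = 2.5e-04 by DESeq2), with limits of 0.73 to 1.79, which overlap those of *il1b*. Among the enzymes, *mmp9* rose by 1.52 in the authors' deposited table, with limits of 1.28 to 1.75, and *timp2b* by 0.98, with limits of 0.82 to 1.14, so the limits of the 2 genes did not overlap. The 2 copies of *mmp13a*, whose reads the counting could have split, rose by 1.79 and 1.06 in the authors' deposited table. The transcription factor *irf8* was closer to the limits, at 0.80 in the authors' deposited table with an adjusted p of 0.0197 by DESeq2. For *ccl38.6* the implied sibling mean was 1.94 normalized counts, under a floor of 3, and the implied mutant mean was 22.1, so the size of the rise is uncertain, with fitted 95% limits of 5.01-fold to 25.7-fold. The lowest of the named genes was *nfkbiaa*, whose log2 fold change of 0.581 in the authors' deposited table, with limits of 0.36 to 0.80, was just under the minimum of 0.585. Fixed marker lists moved the same way, but they are not wholly separate evidence. On the neutrophil list, *mpx*, *lyz*, *mmp9*, *mmp13a*, *adam8a* and *ncf1* are also among the named genes, as are *lcp1* and *irf8* on the macrophage list. Of 17 neutrophil markers 12 were higher at an adjusted p of 0.05 over all genes and 16 when adjusted over the list alone, with a median of 0.72. The extremes were *mpx*, at 2.18, and *ncf4*, at 0.23, in the authors' deposited table. Of 20 macrophage markers 9 were higher and 1 was lower, or 11 and 2 adjusted over the list alone, with a median of 0.59. The list moved both ways, from *cmklr1* at -0.66 to *grn1* at 1.29 in the authors' deposited table. Whether each member is specific to macrophages was not tested, so the median does not show that macrophage transcripts rose as a set. These medians were 4.81 and 2.74 times the median standard error of the neutrophil and macrophage members. The neutrophil members outside the paper's supplementary list had a median of 0.36, and the macrophage members outside it 0.41. The gene *tnfa* was not analysed here.

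**Figure D1:**
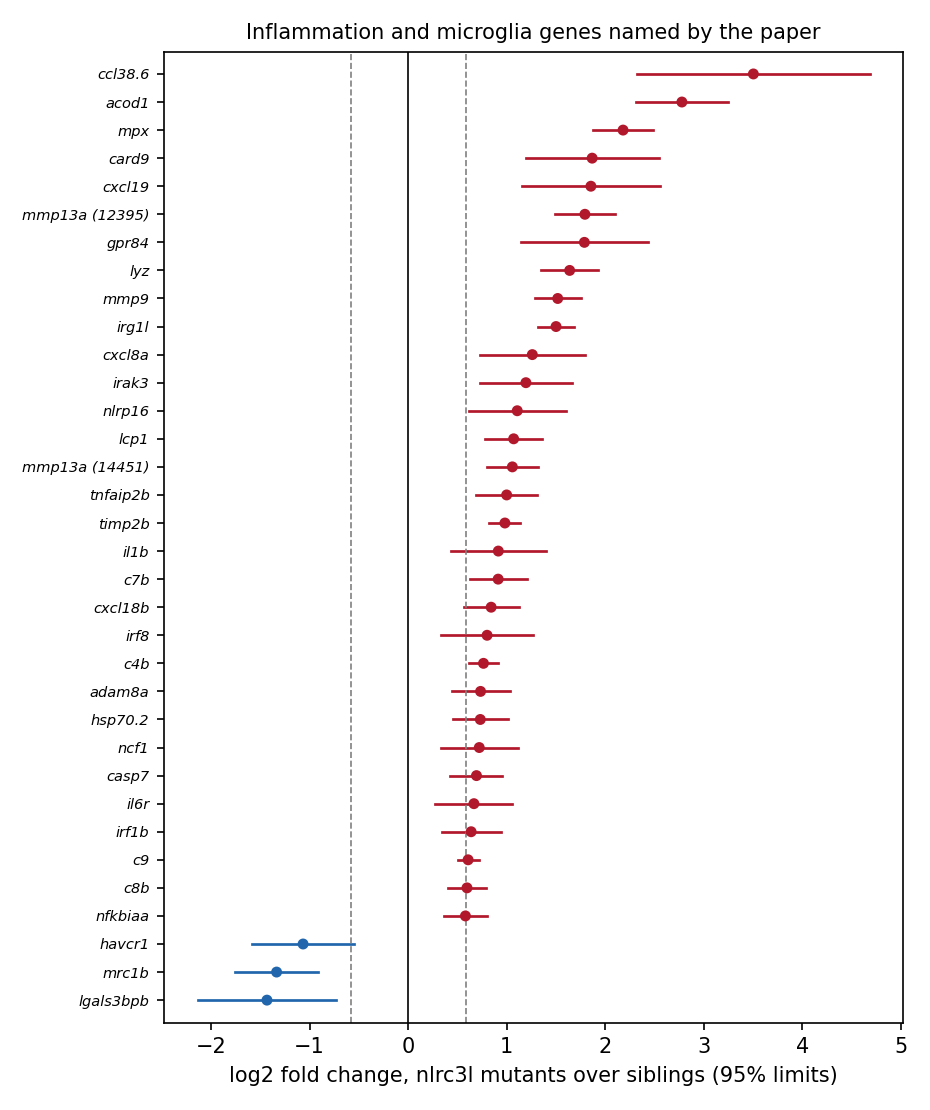
Log2 fold changes of *nlrc3l* mutants over siblings for the inflammation genes (red) and microglia genes (blue) that the paper names. Points are the values of the authors' deposited table, bars are 95% limits, dashed lines mark a fold change of 1.5 either way, and the 2 identifiers of *mmp13a* are told apart by their last digits. All 31 inflammation genes lie above 0, from *nfkbiaa* to *ccl38.6*, whose fitted value rests on siblings under the floor.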

Gene ontology analysis of the 245 genes significantly upregulated in the *nlrc3l* mutants revealed highly significant enrichment of pathways associated with innate immune activation and inflammation, including cytokines (*il1β*, *cxcl8a*), chemokines (*cxcl8a*, *cxcl18b*, *cxcl19*), enzymes (*mmp9*, *mmp13a*, *timp2b*, *irg1*, *irg1l*, *adam8a*, *irak3*, *ncf1*), receptors (*il6r*, *gpr84*, *nlrp16*), and transcription factors (*irf8*, *irf1b*)^52^ known to be elevated during pro-inflammatory conditions (Fig. 1a). *tnfα* was also found to be elevated in *nlrc3l* mutants but not above the threshold of a 1.5 fold increase as previously shown^28^. Conversely, 113 genes were significantly downregulated in *nlrc3l* mutants that largely affect metabolic processes, or notably, are known to be microglia gene markers (*mrc1b*, *lgals3bpb*, *havcr1*)^53^ consistent with microglial cells being absent in *nlrc3l* mutants (Fig. 1a).

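In the recomputed test 113 genes were lower in *nlrc3l* mutants, with a median log2 fold change of -0.80, and 7 genes passed the test against a fold change of 1.5. For *mrc1b* the authors' deposited table gives a log2 fold change of -1.34 (standard error 0.22, adjusted p = 1.2e-07 by DESeq2), with 95% limits of -1.76 to -0.91. The values of *lgals3bpb* and *havcr1* in the authors' deposited table were -1.43 and -1.07, with adjusted p of 0.00284 and 0.00213 by DESeq2. Their limits, -2.14 to -0.73 and -1.58 to -0.55, overlapped each other and those of *mrc1b*. These genes were read at low depth, with a baseMean in the authors' deposited table of 57.2 for *mrc1b*, 32.2 for *havcr1* and 18.2 for *lgals3bpb*. Their median of -1.34 lay below that of every matched list, but the study picked them on the same libraries. A wider list of microglia markers, of which 10 have a row in the table, had a median of -0.22. At an adjusted p of 0.05, 5 members were lower and 2 higher, and 6 were lower and 2 higher when adjusted over the list alone. The median was 1.69 times the members' median standard error, under the 95% limit of 1.96 for a normal error. An error shared by the list is therefore enough to give this median, but not the spread of its members. By Cochran's Q 94.4% of that spread lay beyond the standard errors, with members past an adjusted p of 0.05 both ways. This argues against 1 factor on all members as the only cause, while a factor on part of the list stays open. The largest fitted fall was that of *ccl34b.1*, whose implied mutant mean of 0.756 normalized counts was under the floor of 3, so its size is uncertain. At the other end, *slco2b1* was higher by 0.41 in the authors' deposited table. The paper's supplementary list holds genes selected by this same change, so leaving out its 4 members removes the largest falls by construction. The other 6 members had a median of 0.16, and 2 of the 6 were lower. Their baseMean ran from 108 to 7244 in the authors' deposited table, against 57.2 or less for the 3 genes that the paper names. Other cells of a whole larva can make several microglia markers, so the median of these 6 does not bear on whether microglia were absent. Among called genes with a baseMean of 50 or more, the 3 largest falls were those of *si:dkey-5n18.1*, *CABZ01044281.1* and *fabp10a*, at -2.30, -1.74 and -1.48 in the authors' deposited table. The paper reads the lowered markers as matching the absence of microglia, which it had described in these mutants before.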

**Fig. 1:**
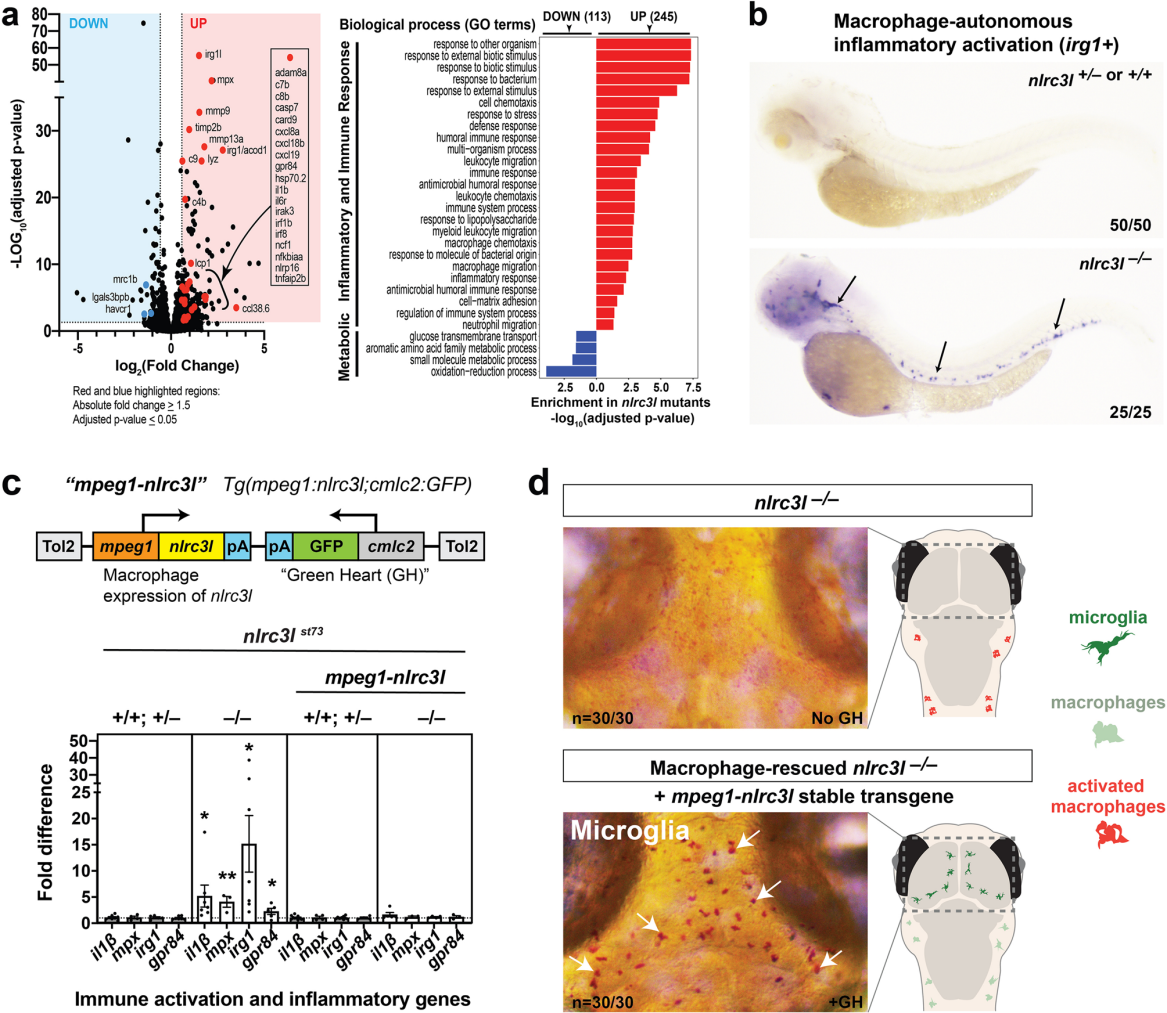
*nlrc3l* knockout causes inappropriate macrophage activation that leads to systemic inflammation and prevents microglia development in zebrafish. **a** RNA-seq analysis comparing *nlrc3l* mutants over heterozygous and wild-type siblings at the 4-dpf larval stage show significant upregulation of inflammatory and immune response genes, and downregulation of metabolic and microglia genes in whole larvae. **b** Whole mount in situ hybridization of macrophage activation marker *irg1/acod1* mRNAs in the 2.5 dpf zebrafish larvae show specific and robust induction of *irg1* expression in *nlrc3l* mutants but no expression in wild-type or heterozygous siblings. **c** Top, schematic of the macrophage rescue construct used to generate the stable *mpeg1-nlrc3l* transgenic line to restore wild-type macrophages in *nlrc3l* mutants using the Tol2 transposon system. Bottom, qPCR analysis demonstrates efficacy of the stable macrophage rescue transgene to reverse increased expressions of pro-inflammatory and neutrophil genes in *nlrc3l* mutants, thereby abrogating systemic inflammation. Dotted line marks no change relative to control siblings at a fold difference of 1. Error bars show sem; **p-value < 0.01; *p < 0.05. qPCR was conducted using three technical replicates and a minimum of three biological replicates. Fold difference is determined relative to average sibling level either with or without the macrophage rescue construct. **d** Characterization of macrophage-rescued *nlrc3l* mutants demonstrates restoration of microglia in all mutants analyzed carrying the *mpeg1-nlrc3l* transgene (+GH) but not in mutants without the macrophage rescue construct (no GH). Left, neutral red staining marks microglial cells in red (arrows). Right, cartoons showing status of microglia and peripheral macrophages; dotted box shows region depicted in the neutral red images on the left.

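Genes of digestive and metabolic organs were lower as lists in the whole larvae. Of 24 liver genes with secreted or metabolic products, 16 were lower and 2 higher at an adjusted p of 0.05, with a median log2 fold change of -0.33. The liver fatty acid binding protein gene *fabp10a* had the smallest p-value of all genes in the authors' deposited table, with an adjusted p of 2.13e-75 by DESeq2. Its level in the mutants was 0.359 of that in siblings, with 95% limits of 0.323 to 0.400. At the other end of the list, the fibrinogen gene *fga* was higher by 0.37 in the authors' deposited table. Of 23 intestine genes 15 were lower and none higher, with a median of -0.43, and of 17 exocrine pancreas genes 10 were lower and none higher, with a median of -0.38. Adjusted over each list alone, 16, 16 and 13 genes of the liver, intestine and exocrine pancreas lists were lower. The 3 medians lay below those of every matched list. Complement and acute phase genes, many of which are made in the liver, went the other way. Of 24 such genes 14 were higher and 2 lower, with a median of 0.43, from *hamp* at -0.64 to *c7b* at 0.91 in the authors' deposited table.

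**Figure D2:**
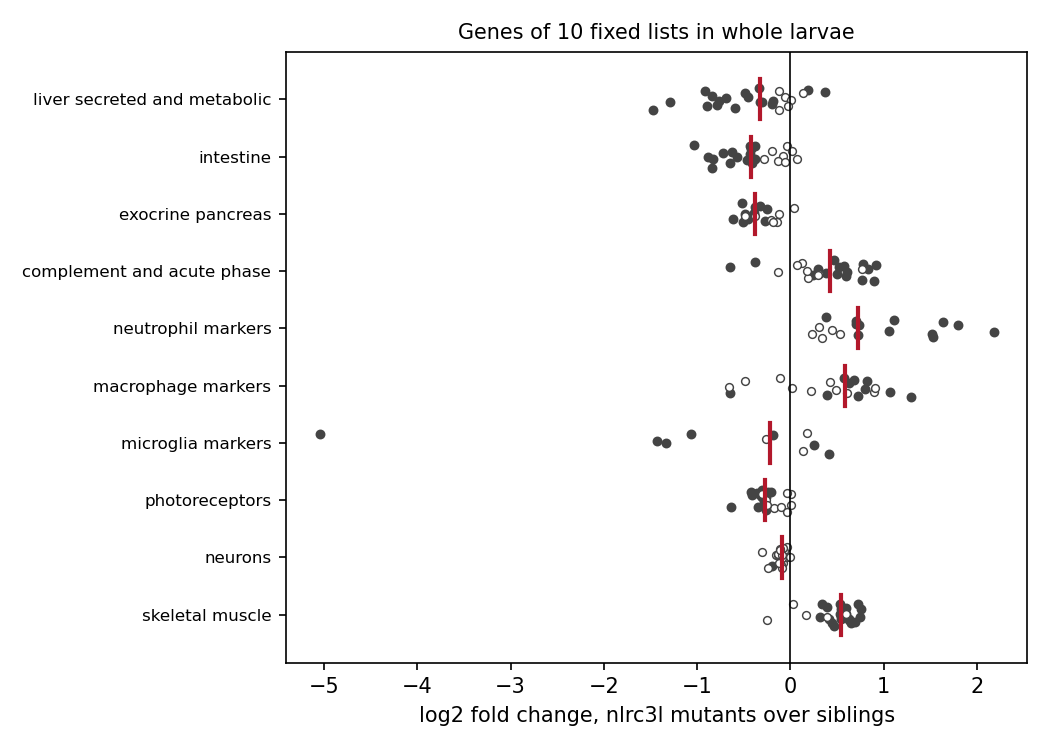
Log2 fold changes of *nlrc3l* mutants over siblings for the genes of 10 fixed lists. Each point is a gene of the authors' deposited table, filled where its adjusted p is 0.05 or less and open where it is above, and red bars mark list medians. The liver, intestine and exocrine pancreas medians lie below 0, at -0.33, -0.43 and -0.38, and that of complement and acute phase genes above it, at 0.43. The lowest point is *ccl34b.1*, whose fitted value rests on mutants under the floor of 3 normalized counts.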

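Aconitate decarboxylase 1 is encoded by *acod1* (ENSDARG00000069844), also called *irg1*. In the authors' deposited table it had a baseMean of 60.4 and a log2 fold change of 2.78 (standard error 0.24, adjusted p = 7.65e-28 by DESeq2). This is a 6.86-fold rise, with 95% limits of 4.95 to 9.50, from an implied mean of 15.4 normalized counts in siblings to 105 in mutants. It also passed the test against a fold change of 1.5. By log2 fold change *acod1* was rank 7 of the 245 genes called higher, and it was rank 7 by the lower 95% limit and rank 8 by the test statistic. Of the 6 genes above it, 4 had an implied sibling mean under the floor of 3 normalized counts. Among called genes with a baseMean of 50 or more, *acod1* was rank 1, ahead of *si:dkey-239b22.1* at 2.27 and the gene ENSDARG00000052779 at 2.2 in the authors' deposited table. The lower limit of *acod1*, 2.31, was above both of these values but within their limits, so its place ahead of them is not beyond error. The related gene *irg1l* had the largest test statistic of all genes called higher, with a smaller rise of 1.50 and an adjusted p of 2.77e-56 by DESeq2 in the authors' deposited table.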

Of particular interest, *irg1/acod1*, immune-responsive gene 1 or aconitate decarboxylase 1, was one of the most highly upregulated genes by RNA-seq analysis in *nlrc3l* mutants. This gene encodes for a conserved mitochondrial enzyme that catalyzes the formation of itaconate, known to be highly elevated in inflammatory macrophages^54–56^. Similar to mouse, *irg1* is specifically expressed in activated macrophages after bacterial infection, LPS activation, and cancer cell exposure in zebrafish, but not normally in unchallenged wild-type^54,57,58^. By RNA in situ hybridization, we found a strong transcriptional induction of *irg1* in macrophages of all *nlrc3l* mutants analyzed, in stark contrast to siblings devoid of any *irg1* expression (Fig. 1b). The spontaneous induction of *irg1* in *nlrc3l* mutants in the absence of any overt challenge shows that macrophages are indeed inappropriately activated.

Furthermore, dysregulated inflammatory macrophages were implicated to be responsible for the systemic inflammation observed in *nlrc3l* mutants^28^, but direct evidence was not demonstrated. To examine this connection, we created a stable transgenic line to constitutively restore wild-type *nlrc3l* expression in a macrophage-specific manner using regulatory sequences for a macrophage gene *mpeg1* in *nlrc3l* mutants (subsequently referred to as macrophage rescue)(Fig. 1c–d). This macrophage rescue cassette included a cardiac myosin *cmlc2* gene promoter controlled GFP reporter (*cmlc2:GFP*) to enable selection of the transgenic embryos based on heart GFP (GH+) expression. *nlrc3l*^*st73*^ heterozygous intercrosses were used throughout the study to breed homozygous *nlrc3l* mutants and their siblings. Using this macrophage rescue strategy, we show that indeed restoring wild-type macrophages was sufficient to eliminate the significant elevation of pro-inflammatory genes (*il1b, mpx, irg1, gpr84*), including the neutrophil gene marker *mpx*, in *nlrc3l* mutants, thereby reversing systemic inflammation (Fig. 1c). This was associated with a full recovery of microglia in all *nlrc3l* mutants carrying the macrophage rescue transgene (GH+) (Fig. 1d). By contrast, *nlrc3l* mutant siblings without the rescue transgene showed the expected inflammation and loss of microglia phenotypes (Fig. 1c–d).

Taken together, the results from RNA-seq, *irg1* in situ expression, and macrophage-specific rescue collectively provide direct evidence that the mutant macrophages are inappropriately activated and responsible for systemic inflammation and microglial absence in *nlrc3l* mutants as previously implicated^28^. These mutants thereby provide an effective genetic paradigm for assessing the impact of inappropriate macrophage-evoked inflammation on other body systems, particularly the brain.

### NOD-like receptor *nlrc3l* mutants capable of normal motility and visuomotor response swim less in the daytime when unprovoked

In the absence of any overt stimuli, locomotion of freely behaving animals represents a major form of spontaneous behavior, possibly reflecting some degree of intrinsic motivation for exploration and physical activity^59–61^. To examine whether inappropriately activated macrophages could disrupt spontaneous behaviors in larval zebrafish, we analyzed *nlrc3l* mutants using a large-scale automated tracking system equipped with a high-speed infrared CCD camera to simultaneously monitor freely swimming individually-housed zebrafish larvae at 5 days post-fertilization (dpf) under normal day–night cycles in 96-well (Fig. 2a and Supplementary Movie 1) and 24-well platforms (about 5x larger volume than the 96-well) (Fig. 2a and Supplementary Movie 2). The larger housings enabled analysis of not only motility but also spontaneous swimming patterns (Fig. 2a) that may be exploratory in nature. Animals were tracked simultaneously in their chambers for three continuous days over the normal 14-hour light and 10-hour dark cycle with all genotypes blinded (Fig. 2a).

**Fig. 2:**
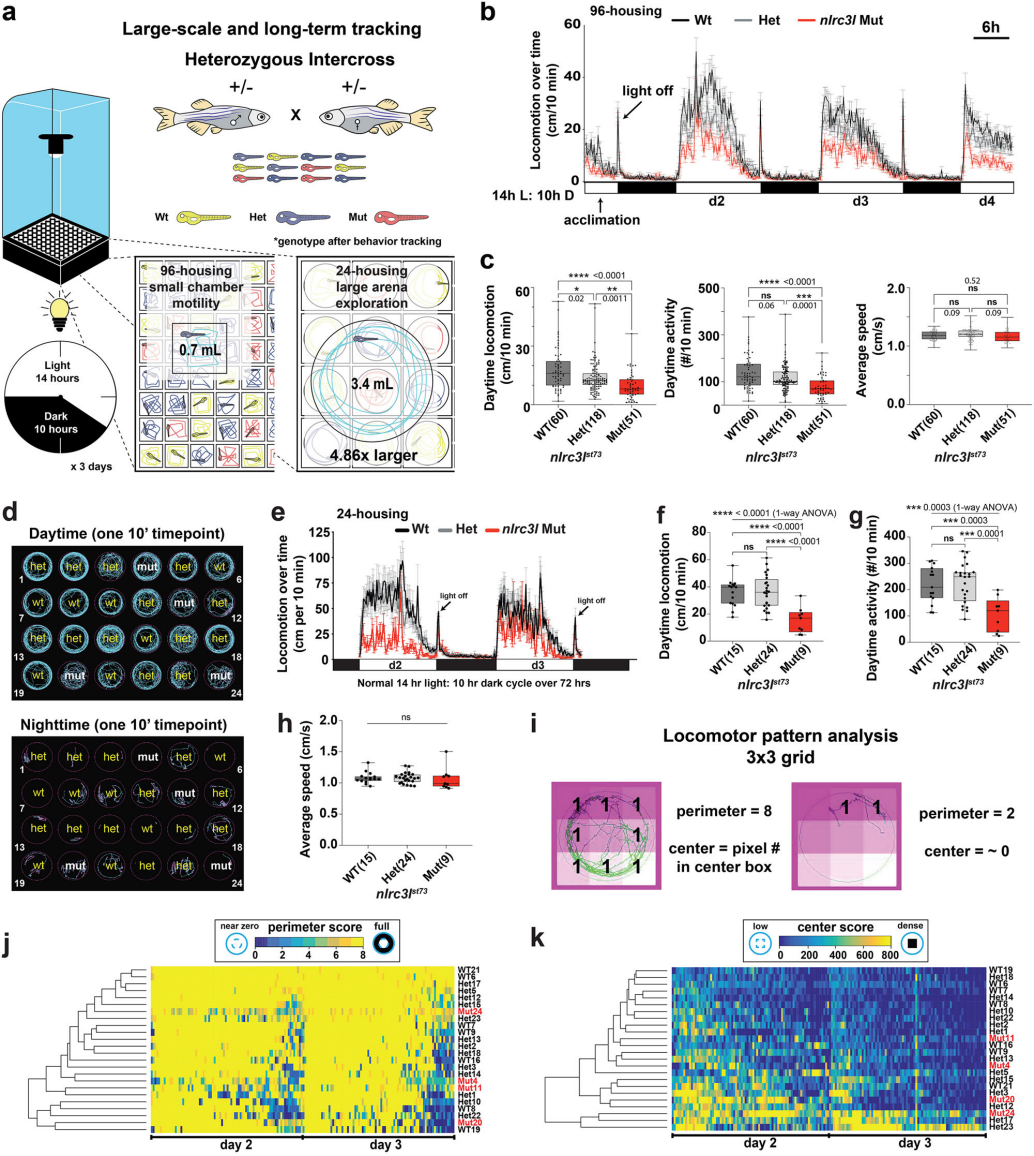
Long-term behavior tracking reveals a significant reduction in daytime locomotion in *nlrc3l* mutants due to reduced number of swimming bouts in both 96-well and 24-well chambers. **a** Schematic of the automated behavior tracking system for 96-well and 24-well chambers. Mutants are derived from heterozygous intercrosses and all animals are randomized and individually placed in each well without prior knowledge of their genotypes. See recording of animals in 96-well (Supplementary Movie 1) and in 24-well (Supplementary Movie 2) housings. **b** Representative time plot of locomotor tracking in 96-well chamber. 14-h light cycle and 10-h dark cycle (14 h L: 10 h D) was applied. Light turns on at 7 am and turns off at 9 pm each day, and the “light off” event triggers the expected hyper visuomotor response (sudden rapid increase in swimming activity, arrow). *nlrc3l* mutants (red graph) consistently show a significant average decrease in spontaneous swimming. **c** Calculations of different daytime locomotor metrics from three independent behavior tracking sessions. One of these sessions is represented in time plot in **b**. **d** Representative swimming traces of a day and a night timepoint from 24-well tracking. Genotypes were determined after completion of experiment and added back to the traces. Traces show typical inter-individual variation not readily associated with any genotype. Activity is highly suppressed at night. Teal traces mark large movements (≥0.5 cm/s) and magenta traces mark small movement (<0.5 cm/s). **e**–**h** Behavior tracking using the large-arena 24-well platform and associated quantifications from two independent behavior tracking sessions. See associated Supplementary Movie 3. **i** Diagram illustrating locomotor pattern analysis based on a 3 × 3 grid system. Traces of swimming trajectories were recorded at every 10-minute interval over the entire 72-hour tracking. Traces corresponding to d2 and d3 timepoints were scored. See Methods for details on the calculations. **j**, **k** Heatmaps combined with hierarchical clustering of perimeter and center scores do not show any segregation of fish based on genotype, indicating similar patterns of locomotion between *nlrc3l* mutants and their siblings. **c**, **e**–**h** Number in parenthesis is *n*, number of individual animals analyzed. Scatter box-and-whisker plots show minimum and maximum; each data point represents an individual animal. Daytime locomotion is measured by the total swimming distance per 10-min interval. Daytime activity is number of bouts of swimming detected per 10-min interval. All metrics were averaged over d2 and d3 timepoints per fish. d2, 14-h light period on day 2; d3, 14-h light period on day 3; d4, partial light period on day 4. Scale bar, 6 h (hours). ns, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001; all *p*-values are FDR-adjusted. Statistical significance was calculated using multiple comparisons test after one-way ANOVA test, or the Brown-Forsythe and Welch ANOVA test for groups with unequal standard deviations.

Using this long-term tracking, we found a striking reduction in spontaneous daytime swimming in *nlrc3l* mutants in both 96-well and 24-well housings. These mutants exhibited the expected high activity during the day and periods of resting at night of diurnal animals (Fig. 2b). In the 96-well format, we found significantly large reductions of 35–50% in median daytime distance traveled and 30–40% in median frequency of swimming activity in *nlrc3l* mutants, while no difference in average swimming speed compared with heterozygous and wild-type siblings (Fig. 2b–c). When comparing large numbers between heterozygous and wild-type control animals (each *n* > 50), small significant locomotor differences could be detected for distance traveled (Fig. 2c), but not apparent in smaller sample sizes (Fig. 2f), suggesting the difference, if any, may be trivial. Large-arena 24-well analysis also showed reduced spontaneous daytime swimming in *nlrc3l* mutants (Fig. 2d–h). Both housing platforms indicate that a lower number of swimming bouts (daytime activity) accounted for the reduced locomotion as the average speed of swimming was unchanged.

While *nlrc3l* mutants are not visibly different from wild-type either by gross physical or behavioral traits (no obvious defect in skeletal muscles, response to touch, or general motility)(Supplementary Fig. 1) or by traces of movement at any given timepoint (Supplementary Movie 3), we sought to analyze the quality of their swimming in more detail. Swimming traces dynamically varied within and between individuals (Fig. 2d and Supplementary Movie 3), so analyzing a large number of animals over a long time period was imperative to acquire reliable trends. We developed a quantitative method to characterize swimming patterns in the large 24-well arenas based on image segmentation of swimming traces from 14-hour light periods on days 2 and 3 (d2 and d3) using a 3 × 3 grid system (Fig. 2i). A heatmap of the perimeter and center scores of individuals tracked over time conveyed the inter- and intra-individual variation in their swimming pattern (Fig. 2j–k and Supplementary Fig. 2). In general, locomotor activity was high at the beginning of the day and declined toward the end of the day (Fig. 2j, k). By unsupervised hierarchical clustering of perimeter (Fig. 2j) and center (Fig. 2k) scores, we found *nlrc3l* mutants to be grouped together with control siblings, thereby indicating similar swimming patterns for all genotypes. Based on the fraction of the daytime spent on full or no perimeter laps, and high or near zero center locomotion, *nlrc3l* mutants were similar to control siblings except for a significant 30% reduction in swimming the full perimeter of their housing (Supplementary Fig. 2). We found an inverse correlation between frequency of full perimeter swimming and low center activity in all genotypes, implicating more perimeter swimming coincided with more center swimming (Supplementary Fig. 2). Taken together, behavioral tracking in small and large housings and the swimming pattern analysis indicate that *nlrc3l* mutants are capable of normal swimming, but conduct less perimeter swimming than their wild-type counterparts.

To determine whether impairment in visuomotor coordination may contribute to the *nlrc3l* mutant behavior, we subjected these fish to a rapid light-to-dark switch assay known to activate a stereotypical hyper-swimming response^62–64^ (Supplementary Fig. 3). We found that the *nlrc3l* mutants responded to a light-to-dark switch with a normal immediate increase in swimming as their wild-type counterparts (Supplementary Fig. 3), indicating normal motility and no visuomotor impairment. Interestingly, after the visuomotor test, when the same fish cohort was monitored for the 72-hour day–night tracking, the *nlrc3l* mutants again showed reduced daytime swimming (Supplementary Fig. 3). Collectively, our data demonstrate that *nlrc3l* mutants are capable of normal motility and visuomotor coordination, but appear possibly less motivated to swim when unprovoked. The normal motility suggests that the effector spinal circuits that execute locomotion may be normal, while the reduced daytime swimming may point to a possible disruption of the upstream supraspinal circuits in the brain that control locomotion in *nlrc3l* mutants.

### Aberrant inflammatory macrophages causing systemic inflammation lead to reduced daytime locomotion

In light of the known macrophage defects in *nlrc3l* mutants, we asked whether the inappropriately activated peripheral macrophages were responsible for the reduced locomotor activities. We turned to using the stable macrophage rescue line expressing *mpeg1-nlrc3l* as described above (Fig. 1c) to determine whether restoring wild-type macrophages in *nlrc3l* mutants was sufficient to re-establish normal levels of spontaneous swimming. A large-scale 96-well platform was used to test 48 individuals with the macrophage rescue transgene (GH+) and the remaining 48 wells were used for siblings without the transgene (non-rescued, no GH) as negative controls (Fig. 3a). All fish were derived from a heterozygous intercross for the *nlrc3l*^*st73*^ mutation with one parent carrying the macrophage rescue transgene. We analyzed the locomotor behaviors in the normal light–dark cycles of a continuous 72-hour period and found the expected reduction in daytime swimming in control *nlrc3l* mutants without the rescue construct (no GH)(Fig. 3b, c). By contrast, the macrophage-rescued *nlrc3l* mutants showed a significant recovery of daytime locomotion akin to wild-type and heterozygous animals (Fig. 3b, c). We did not detect any difference in locomotor behaviors in wild-type or heterozygous individuals due to expression of the macrophage-rescue *mpeg1:nlrc3l* transgene (Fig. 3b, c). Furthermore, we found that the macrophage-rescued *nlrc3l* mutants also significantly recovered exploratory behaviors in the large-arena 24-well tracking (Supplementary Fig. 4). In the large-arena environment, the rescue transgenic expression also did not alter swimming levels of control wild-type and heterozygous individuals (average distance (cm) traveled per 10 min ± standard deviation was 42.0 ± 11.5 for GH + WT and 46.3 ± 18.8 cm/10 min for GH + Het which overlapped in range as non-transgenic WT at 35.6 ± 9.9 and non-transgenic Het at 36.4 ± 12.3) (Supplementary Fig. 4 and Fig. 2f). By contrast, macrophage-rescued GH + mutants restored wild-type levels of swimming in the large arena at 36.7 ± 8.9 cm per 10 min compared with their significantly reduced baseline swimming at 15.5 ± 9.6 cm per 10 min in the non-transgenic mutants (Supplementary Fig. 4 and Fig. 2f). Taken together, these results show that restoring wild-type macrophages in *nlrc3l* mutants was not only sufficient to recover microglia and reverse inflammation (Fig. 1c, d), but also significantly improves levels of daytime swimming in *nlrc3l* mutants (Fig. 3 and Supplementary Fig. 4). The data indicates that the inappropriately activated peripheral macrophages were responsible for the reduced locomotor behaviors in *nlrc3l* mutants, underscoring a possible innate immune modulation of the neural circuitry controlling spontaneous locomotion.

**Fig. 3:**
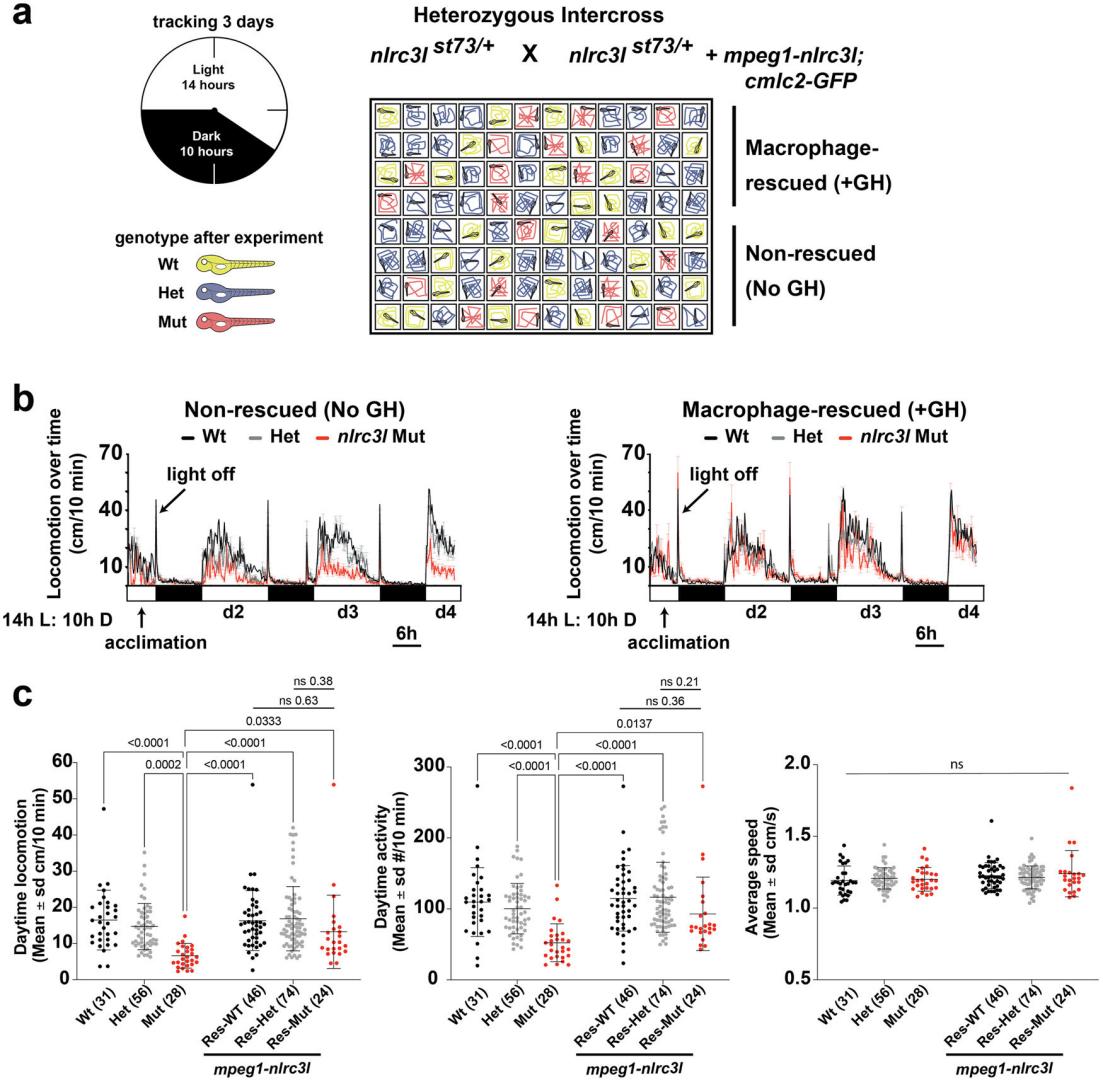
Macrophage-specific rescue of *nlrc3l* mutants is sufficient to reverse the deficient locomotor behavior. **a** Schematic of experimental setup to analyze locomotor behaviors of macrophage-rescued (+GH) and non-transgenic non-rescued (No GH) sibling zebrafish side by side. **b** Time plots showing the efficacy of the stable *mpeg1-nlrc3l* transgene to largely restore daytime locomotion in *nlrc3l* mutants from their reduced baseline level (shown in the non-rescued plot). The rescue transgene had no apparent effect on the heterozygous and wild-type siblings; no difference in locomotor behavior was found between siblings with and without the rescue transgene. **c** Scatter box-and-whisker plots showing no significant difference in daytime locomotion or activity in macrophage-rescued *nlrc3l* mutants compared with baseline wild-type siblings, while baseline *nlrc3l* mutants showed a significant reduction. *n* number of animals analyzed shown in parenthesis below each scatter plot. Three independent experiments were conducted to compare larvae derived from an *nlrc3l* heterozygous intercross with and without the macrophage rescue transgene on the same plate. Statistical significance was determined by two-way ANOVA test followed by multiple comparison tests. FDR-adjusted *p*-values are reported; ns, not significant as defined by *p*-values > 0.05. All pairwise brackets not shown are ns, not significant. Res, individuals carrying the rescue transgene.

### Absence of microglia cannot solely account for the reduced daytime locomotion

Because microglia are implicated in synaptic pruning and modulation of neuronal circuit function^17,65,66^, we investigated whether microglia loss in *nlrc3l* mutants may be another major cause of their locomotor deficit, in addition to the inappropriate macrophage activation. We found microglia widely distributed throughout the brain in wild-type zebrafish at 5 dpf at the time of our behavioral analyses, including in the deeper regions of the telencephalon and diencephalon that are known to control locomotor circuits^67–69^, besides their well-known tectal localization^70^ (Fig. 4a and Supplementary Movie 4). In addition to constant interactions with tectal neurons, microglia intimately intermingled with neurons in the ventral regions of the telencephalon and diencephalon (Fig. 4b and Supplementary Movie 5). The broad distribution of microglia is consistent with the possibility that these cells can impact development or function of various brain circuits.

**Fig. 4:**
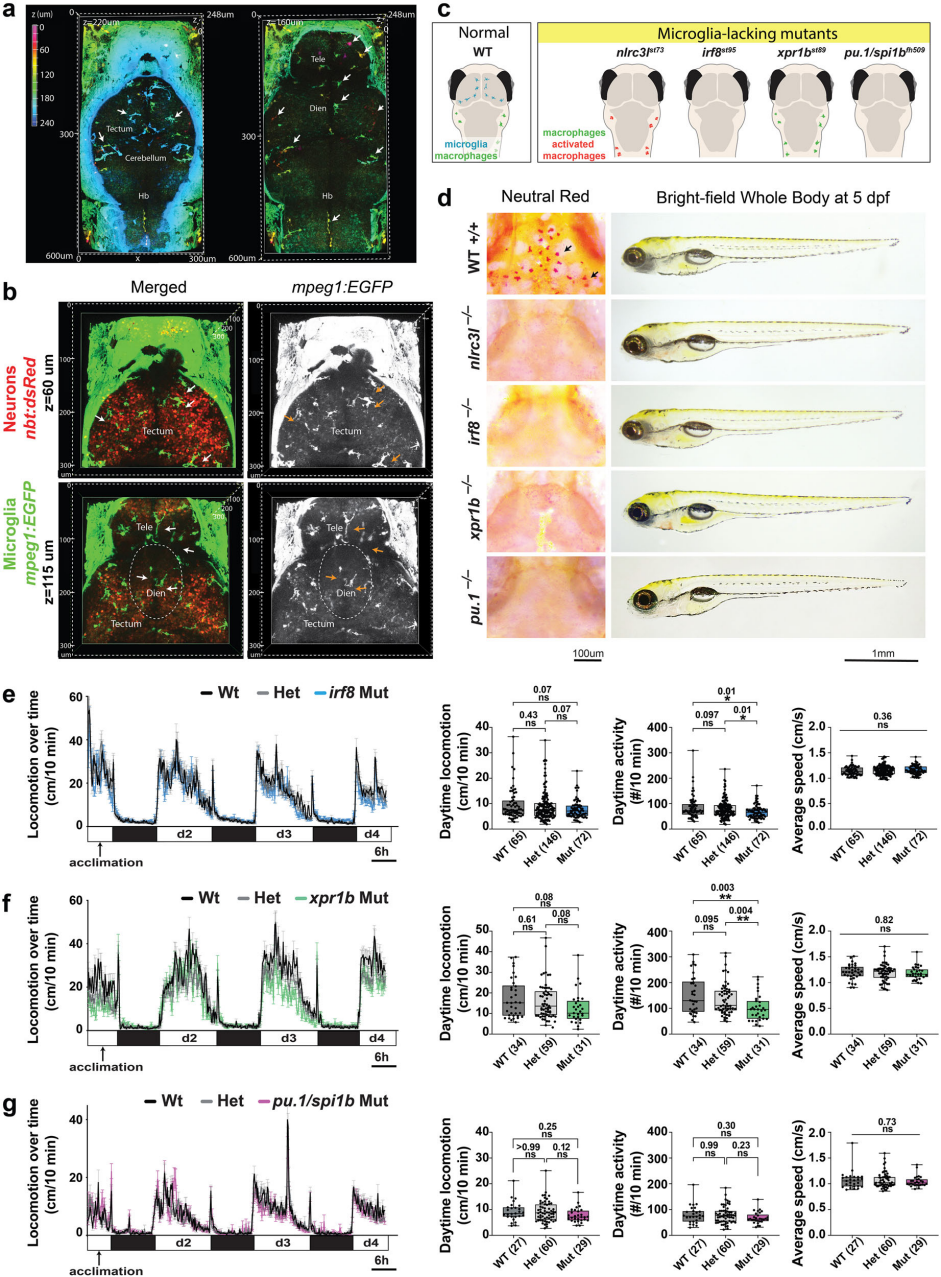
Microglia intermingle with neurons throughout the healthy larval zebrafish brain, but have minimal to no impact on steady state daytime locomotion. **a** Volumetric views of wild-type 5 dpf larval brain showing microglia (arrows) using the *mpeg1:GFP* transgene as cells depth-coded from most ventral in magenta to most dorsal in cyan. See corresponding z-stack data in Supplementary Movie 4. Left, dorsal surface at *z* = 220 μm shows the tectum, cerebellum, and hindbrain (hb). Right, more ventral view at *z* = 160 μm shows the telencephalon (tele) and diencephalon (dien). **b** Volumetric views of a z-stack from two axial levels (*z* = 60 μm and 115 μm) of a wild-type double transgenic zebrafish at 5 dpf showing microglia (GFP+) intimately intermingled with neurons (dsRed+) throughout the larval brain. See corresponding z-stack data in Supplementary Movie 5. **c** Diagram depicting microglia and peripheral macrophage status in wild-type and four distinct microglia-lacking mutants in larval zebrafish. **d** Characterization of the four mutants (*nlrc3l*^−/−^*, irf8*^−/−^, *xpr1b*^−/−^ and *pu.1/spi1b*^−/−^) by neutral red staining shows an absence of microglia, and by bright-field transmitted microscopy shows normal gross morphology with large swim bladders indistinguishable from wild-type. Locomotor behavior tracking in the 96-well platform analyzing *irf8* mutants (**e**), *xpr1b* mutants (**f**), and *pu.1/spi1b* mutants (**g**). One-way ANOVA tests followed by multiple comparisons were used to determine statistical significance; individual *p*-values shown; locomotion from d2-d4 was analyzed; ns, not significant. See also associated Supplementary Movies 4 and 5.

Since uncoupling microglia loss from inflammatory processes in *nlrc3l* mutants is unattainable because both are consequences of the early inappropriately activated macrophages, we investigated whether an absence of microglia alone is sufficient to phenocopy *nlrc3l* mutant locomotor behavior. To this end, we extended our behavioral analysis to three other microglia-lacking mutants (*irf8*^−/−^, *xpr1b*^−/−^, and *pu.1/spi1b*^−/−^), which do not have the inflammation phenotypes^48–50,71^ (Fig. 4c). All three mutants lack microglia due to developmental disruptions distinct from *nlrc3l* mutants (Fig. 4c, d); both *irf8* and *pu.1/spi1b* are conserved transcription factors required for myeloid and macrophage cell development^48^ whereas *xpr1b* is a phosphate exporter required for migration and differentiation of microglial precursors^49^. In common, all four microglia-lacking mutants including *nlrc3l*^*st73*^ do not exhibit any gross morphological defects with normally sized swim bladders, and are anatomically indistinguishable from wild-type fish (Fig. 4d and Supplementary Fig. 1). Time plot analysis and calculations of daytime locomotion surprisingly indicate that *irf8* (Fig. 4e), *xpr1b* (Fig. 4f), and *pu.1* (Fig. 4g) mutants were largely normal relative to control siblings, showing no significant difference in locomotion based on distance of movements, although a rather modest decrease in daytime activity count (average median reduction of 14%) for *irf8* and *xpr1b* mutants (Fig. 4e, f). This is a relatively small change in comparison to the large average median reduction of 36.5% in *nlrc3l* mutant daytime activity (Fig. 2c), indicating that an absence of microglia alone could not explain the locomotor deficit in *nlrc3l* mutants.

### Reduced locomotion is associated with dorsal thalamic calcium imbalance

To define brain regions that may be disrupted in *nlrc3l* mutants, we used genetically encoded calcium indicator GCaMP6 fast variant (*GCaMP6f*) to assess four brain regions known in vivo to either contain circuits controlling locomotion in vertebrates (cerebellum, diencephalon (dorsal thalamus), and dorsal telencephalon (pallium))^34,72,73^ or a high density of microglia (tectum)^70,74^ (Fig. 5a). Due to the implicated link between microglia and neuronal development^17,65,66^, we hypothesized that brain regions in or near the proliferative zone or ventricular surface may be more susceptible to immune interference or modulation. We, therefore, focused our analysis on a subset of newly differentiated neurons using the basic helix-loop-helix (bHLH) transcription factor *neurod* regulatory sequence^75–77^ to drive *GCaMP6f* in these neurons for in vivo calcium imaging. We assessed spontaneous neural activity in these regions to determine possible differences underlying the reduced locomotion in *nlrc3l* mutants compared with their control siblings using resonant scanning microscopy at 6 dpf under normal daytime conditions. Interestingly, we found no significant difference in number of calcium transients in the telencephalon, diencephalon, or cerebellum, but a significant increase in tectal neuronal activity in *nlrc3l* mutants compared with control siblings (Fig. 5b–f). To determine whether this increase was due to impaired macrophages in the *nlrc3l* mutants, we asked whether restoring normal macrophages in the *nlrc3l* mutants could reverse this tectal activity increase (Fig. 5b–f). Using the stable macrophage rescue line as described in Fig. 1c, we found indeed this was the case, while neuronal activity in the other brain regions had no apparent changes (Fig. 5b–f).

**Fig. 5:**
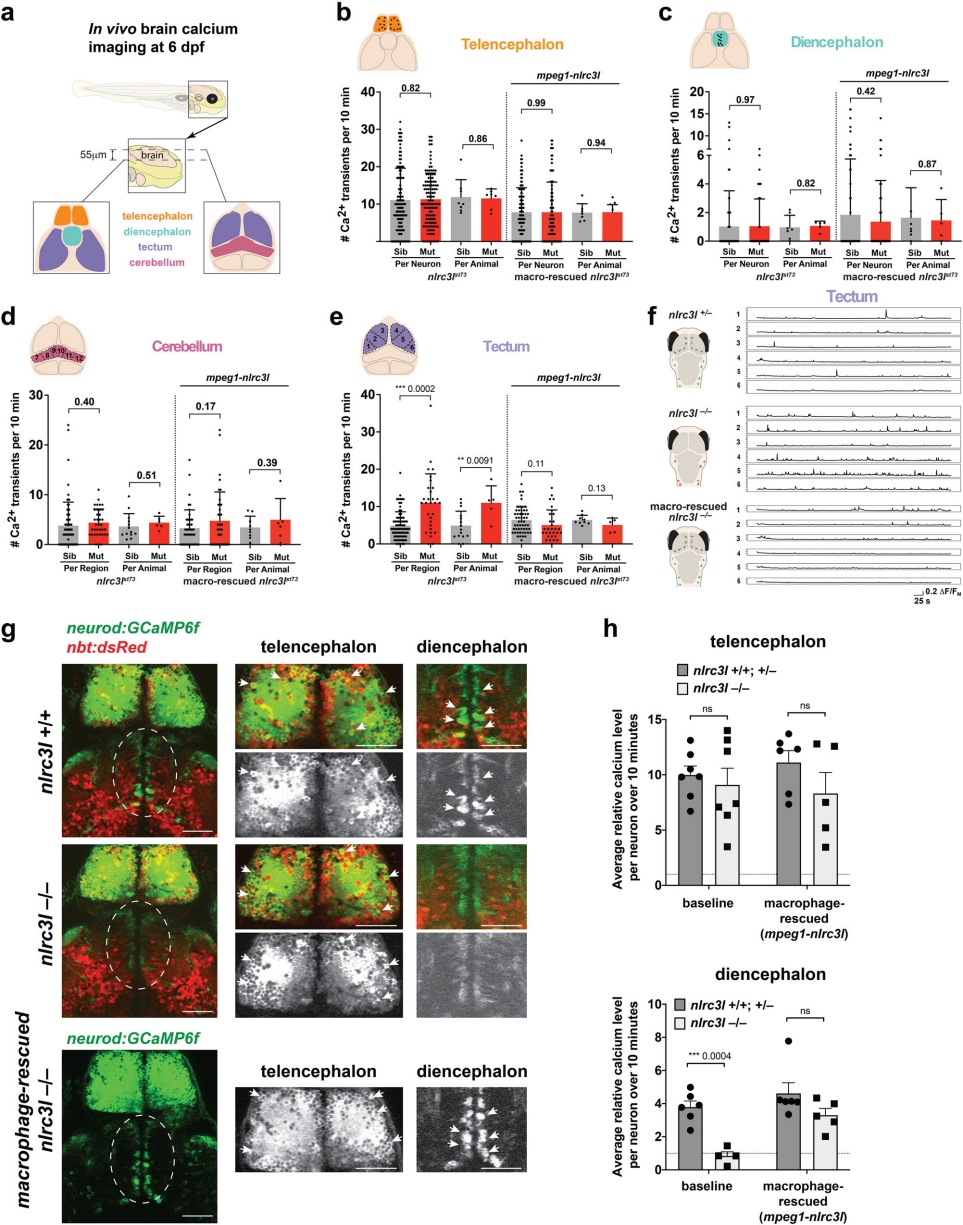
In vivo imaging of spontaneous brain neuronal activity reveals increased tectal calcium transients while decreased diencephalic calcium in *nlrc3l* mutants. **a** Schematic showing the brain regions captured by calcium imaging. Two *z*-planes in the 6 dpf larval brain were imaged using the genetically encoded calcium indicator *neurod:GCaMP6f*. **b**–**e** Scatter bar charts show the number of spontaneous calcium transients in the corresponding brain regions as illustrated for baseline and after macrophage-rescue. Cerebellum and tectum were each divided into six regions for analysis as depicted in each cartoon. As indicated, calcium transients were calculated on an individual neuron or region basis, or per animal basis using the average calcium transient number of the neurons or region of analysis. The only significant difference found in *nlrc3l* mutants compared with control siblings was an increase in tectal neuronal calcium transients, which was reversed after macrophage rescue. **f** Traces from representative individuals of each genotype showing calcium activity *(GCaMP6f*+*)* from each of the six tectal regions (1–6) analyzed. Plots show an apparent increase in spiking events in the *nlrc3l* mutant at baseline. **g** Relative intracellular calcium levels in the telencephalon and diencephalon (dotted region) at baseline were determined. *nlrc3l* mutants had consistently lower intracellular calcium in diencephalic neurons corresponding to the dorsal thalamus compared with control siblings, but this was reversible by the macrophage rescue. Arrows point to neurons with robust somatic calcium levels (high *GCaMP6f*+*)*. **h** Bar charts show relative intracellular calcium levels in the telencephalon and the diencephalon as an average over the neurons analyzed for each respective region. Each data point represents an individual animal. No difference was determined in intracellular calcium level in the telencephalic neurons based on genotype, but diencephalic neurons were found to have significantly lower intracellular calcium in *nlrc3l* mutants compared with control siblings. ns, not significant. Two-tailed *t*-test was used to determine statistical significance. See also associated Supplementary Fig. 8 and Supplementary Movies 6 and 7.

Since the macrophage rescue strategy cannot distinguish recovery of microglia from reversal of systemic inflammation, because both are direct consequences of the mutant macrophages, we next asked whether a sole microglia loss using the microglia-lacking *irf8* mutant^48^ could account for the increased tectal neuronal activity. To address this, we conducted calcium imaging of tectal neurons in the *irf8* mutants, and found an increase in tectal calcium transients compared with sibling controls at both the animal level (*p* = 0.03) and individual neuron level (*p* = 0.06) (Supplementary Fig. 5). These results suggest that microglia loss alone could be responsible for the increase in tectal activity. Consistent with these results, microglia have been shown in vivo to negatively regulate neuronal activity in the zebrafish tectum^78^ and mouse dorsal striatum^79^. Since a strongly reduced locomotor behavior was not found in *irf8* mutants, we reason that the common increase in tectal activity in *nlrc3l* mutants and* irf8* mutants was likely not responsible for the *nlrc3l* mutant behavior, but merely reflecting a consequence of their mutual microglia loss.

While the frequency of calcium spikes was not changed, we found a robust decrease in baseline intracellular *GCaMP6f*fluorescence level in the diencephalic ventricular neurons corresponding to the dorsal thalamus that stood out in the *nlrc3*l mutant brains compared with the siblings (Fig. 5g, h). We quantified the relative change in total cell fluorescence for a random selection of individual neurons in either the telencephalon (as a control) or the diencephalon over a 10-minute period of in vivo calcium imaging (Fig. 5g, h). Our analysis shows that *nlrc3l* mutants had on average ~4-fold decrease in diencephalic ventricular calcium level compared with their sibling controls, while there was no difference in calcium levels in the telencephalic neurons (Fig. 5g, h). To determine whether this decrease was linked to the mutant macrophages in *nlrc3l* mutants, we used the macrophage-rescue construct and found that the calcium level decrease was reversed after recovery of normal macrophages (Fig. 5g, h), attributing the neuronal calcium phenotype to the mutant macrophages. We then also analyzed whether another microglia-lacking mutant (*irf8*^*–/–*^*)* had reduced diencephalic neuronal calcium but did not find a significant decrease, although a marked reduction can be quantified (Supplementary Fig. 6). Taken together, the significantly large decrease in dorsal thalamic intracellular calcium was unique to the nlrc3l mutants, raising the possibility that this neuronal disruption was linked to their altered behavior. This significant variation in baseline intracellular calcium level may reflect changes to intra-neuronal calcium signaling and homeostasis, thereby altering excitability of the neurons^80^.

### Disruption of diencephalic dopaminergic TH levels is consistent with reduced locomotion

The severely reduced baseline calcium level of diencephalic neurons in *nlrc3l* mutants points to a possible disruption of the diencephalic circuitry as a cause for the behavioral deficit. In support of this, dopaminergic neurons in the diencephalon are known to regulate brain and spinal cord motor circuits in zebrafish and mammals^81,82^. To assess whether dopaminergic neurotransmission in the diencephalon may be altered in *nlrc3l* mutants, we analyzed possible changes to expression of dopaminergic system genes, namely the two tyrosine hydroxylase TH genes (*th* and *th2*) encoding the rate-limiting enzyme for dopamine synthesis and the dopamine transporter *dat/slc6a3* essential for reuptake of dopamine to terminate neurotransmission^83^. Interestingly, using qPCR, we found that *nlrc3l* mutants had significantly reduced levels of *th* but not *th2* or *dat* (Fig. 6a), raising the possibility that these mutants may have a defect in dopamine synthesis or reduction in number of dopaminergic neurons. Since expression of *th2* is restricted to a small subset of dopaminergic neurons whereas dopaminergic neurons broadly express *th*^84^, the specific reduction in *th* corroborates the possible alteration in the dopaminergic diencephalic clusters that are known to regulate locomotion^69,85^ in *nlrc3l* mutants. Furthermore, the *dat* gene expression pattern largely overlaps with *th* but was not reduced in *nlrc3l* mutants suggesting that the number of dopaminergic neurons or recycling of dopamine may not be altered.

**Fig. 6:**
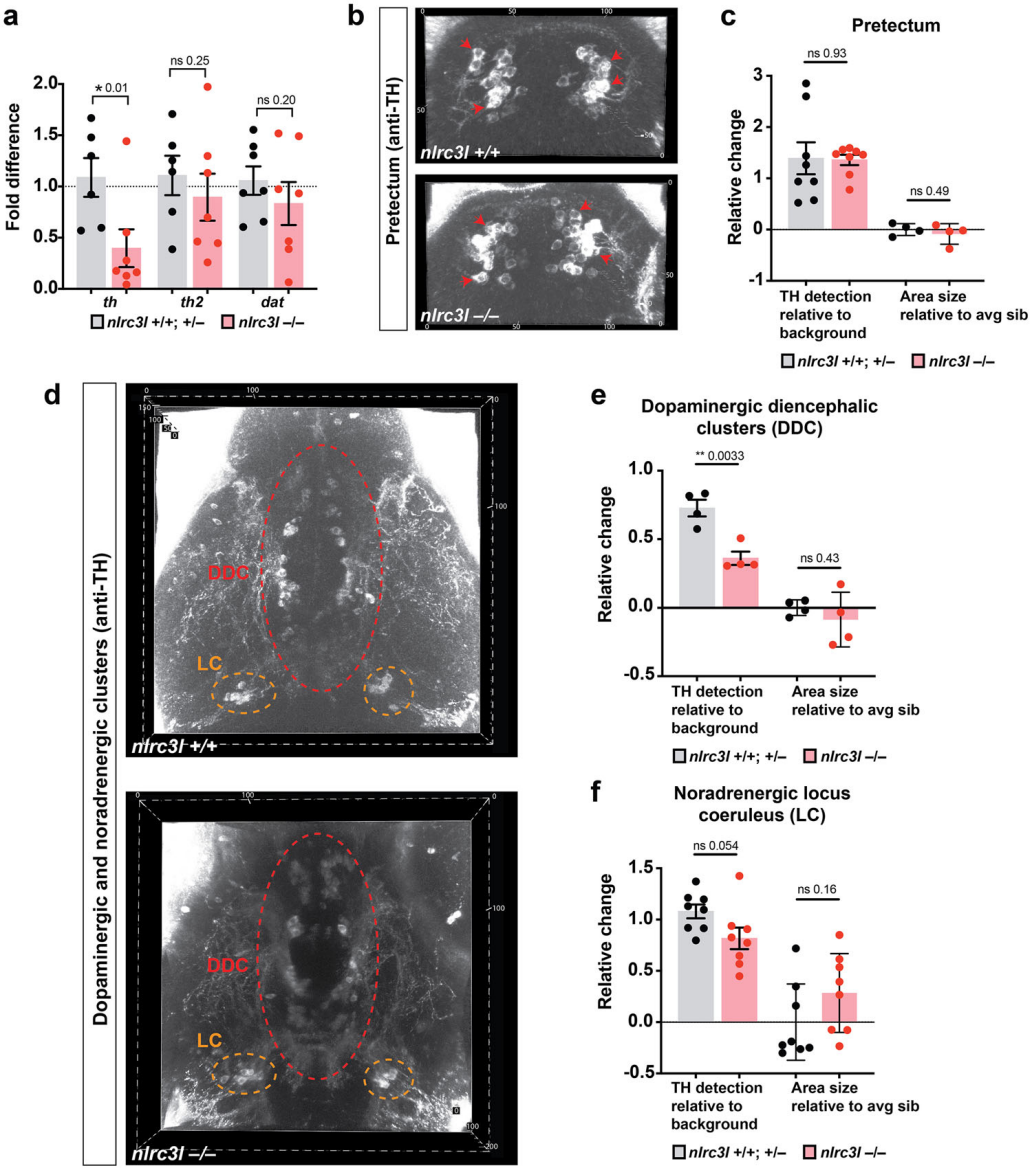
Protein expression of the dopamine synthesis enzyme, tyrosine hydroxylase (TH), is strongly reduced in the dopaminergic diencephalic clusters (DDC) in *nlrc3l* mutants. **a** Bar chart conveys qPCR analysis of dopaminergic system genes (*th*, *th2*, and *dat*), indicating a significant decrease in *th* mRNA expression in *nlrc3l* mutants. **b** Anti-TH immunostaining characterization of the pretectal dopaminergic neurons (red arrows) at 6 dpf shows no apparent difference between *nlrc3l* mutant and control wild-type. **c** Quantification of the relative TH protein level and relative area of TH + staining. **d**–**f** Characterization of the ventral larval brain at 6 dpf shows a large significant reduction in TH protein level in the posterior tuberculum of the DDC, and a modest and nearly significant decrease in the noradrenergic locus coeruleus (LC). Right, quantifications of the relative TH protein level and relative area of TH + staining in the DDC and LC. **c**, **e**, **f** Area was determined relative to the average (avg) area size of wild-type and heterozygous siblings (sib). Two-tailed *t*-test was used to determine statistical significance. Error bars show standard error of mean for relative TH staining and standard deviation for relative area.

To further distinguish whether *th* downregulation signifies a decrease in number of dopaminergic neurons or dopamine synthesis, we turned to investigate the TH protein level using a commercially available antibody specific to TH that does not bind TH2^84,86^. Using confocal brain imaging and immunofluorescence for the TH protein, we quantified the relative TH protein level and TH-expressing neuronal cluster size in three prominent brain regions (Fig. 6b–f). Co-localization analysis of TH protein expression with the dorsal thalamic neurons (as labeled by *neurod:GFP*+) showed that the *neurod* + neurons imaged for calcium dynamics are not the same as the TH + neurons, but may directly interact (Supplementary Fig. 7). To assess activity of the TH + neurons in the diencephalon, we turned to using a pan-neuronal calcium indicator *elavl3:GCaMP6s* for in vivo imaging at two focal planes, through the dorsal thalamus and the presumptive DDC (Supplementary Fig. 8 and Supplementary Movies 6–7). Consistent with *neurod* + calcium imaging results, the basal intracellular calcium levels in both areas of the diencephalon (dorsal thalamus and the DDC) were strikingly reduced in *nlrc3l* mutants compared with control siblings, while no difference was found in the telencephalon nor in number of calcium transients with the exception of a possible small increase in dorsal thalamic calcium activity (Supplementary Fig. 8). We then focused on two regions that consist of dopaminergic neurons for TH expression analysis: pretectum and dopaminergic diencephalic clusters (DDC), with the latter containing dopaminergic diencephalospinal neurons that directly project to the spinal motor circuits^69^, and the locus coeruleus (LC) which contains TH + noradrenergic neurons as a comparison group. In *nlrc3l* mutants, the DDC, which has descending projections to the motor circuits, showed a significant reduction in TH protein level alongside a modest and nearly significant TH reduction in the LC (Fig. 6e, f), but there was no change in the other brain regions analyzed. The sizes of the neuronal clusters in all regions of analysis were also not altered, suggesting that the defect in *nlrc3l* mutants was likely in neural function rather than structure. These results in combination with aberrant calcium levels in the diencephalic region suggest that *nlrc3l* mutants may have disrupted diencephalic functions that cause reduced spontaneous locomotion.

Since the RNA and protein levels of TH were reduced but the sizes of the neuronal clusters did not significantly change, dopamine synthesis but not neural structure may be affected in *nlrc3l* mutants. Whole mount brain RNA in situ analysis further affirms a grossly normal brain structure in *nlrc3l* mutants by probing a diverse set of neuronal genes: nuclear receptor *nr4a2b/nurr1* marking a subset of dopaminergic neurons^87^, serotonin transporter *serta/slc6a4a* showing serotoninergic neurons^88^, dopamine beta-hydroxylase *dbh* labeling noradrenergic neurons^89^, vesicular-glutamate transporter *vglut2a/slc17a6b* showing excitatory glutamatergic neurons^90^, and glutamate decarboxylase *gad1b* marking inhibitory GABA neurons^90^ (Supplementary Fig. 9). While the broad expression of *vglut2a* and *gad1b* indicate gross overall similarity between *nlrc3l* mutants and control siblings, we cannot exclude the possibility that detailed differences in the connection or pattern of the excitatory and inhibitory neurons exist. Taken together, given the locomotor deficit in *nlrc3l* mutants being linked to systemic inflammation compounded by an absence of microglia, these results implicate a role for the innate immune system in modulating the diencephalic dopaminergic system that regulates locomotor behaviors.

### Abnormal infiltration of neutrophils in the diencephalic brain disrupts locomotor control

How mutant macrophages may modify CNS circuits that regulate locomotion remains an open question. Because brain infiltration and increased circulation of neutrophils were attributed to the systemic inflammation in the developing *nlrc3l* mutant embryo^28^, we sought to determine whether neutrophils are abnormally trafficked to the mutant larval brain. Consistent with this, neutrophils were found to be both residing in and moving through the diencephalon and other brain regions at 5–6 dpf, notably through the brain ventral vasculature surrounding the diencephalic choroid plexus (cp) and in close contact with diencephalic neurons (Fig. 7a–d and Supplementary Movies 8–9). By contrast, as is known under normal conditions^91^, slow moving and infiltrating neutrophils in the brain are not found in heterozygous or wild-type siblings, only rare occasions of individual neutrophils that rapidly circulate through the brain^28^ (Fig. 7a–d, Supplementary Movie 10). Compared with control siblings, *nlrc3l* mutants had a significant and unusual presence of brain lingering neutrophils and an increased number of peripheral neutrophils (Fig. 7c) at the time of our locomotor tracking at 5–6 dpf. Furthermore, the interaction of mutant neutrophils with the CNS begins early during development by 2 dpf (Fig. 7d and Supplementary Movies 11).

**Fig. 7:**
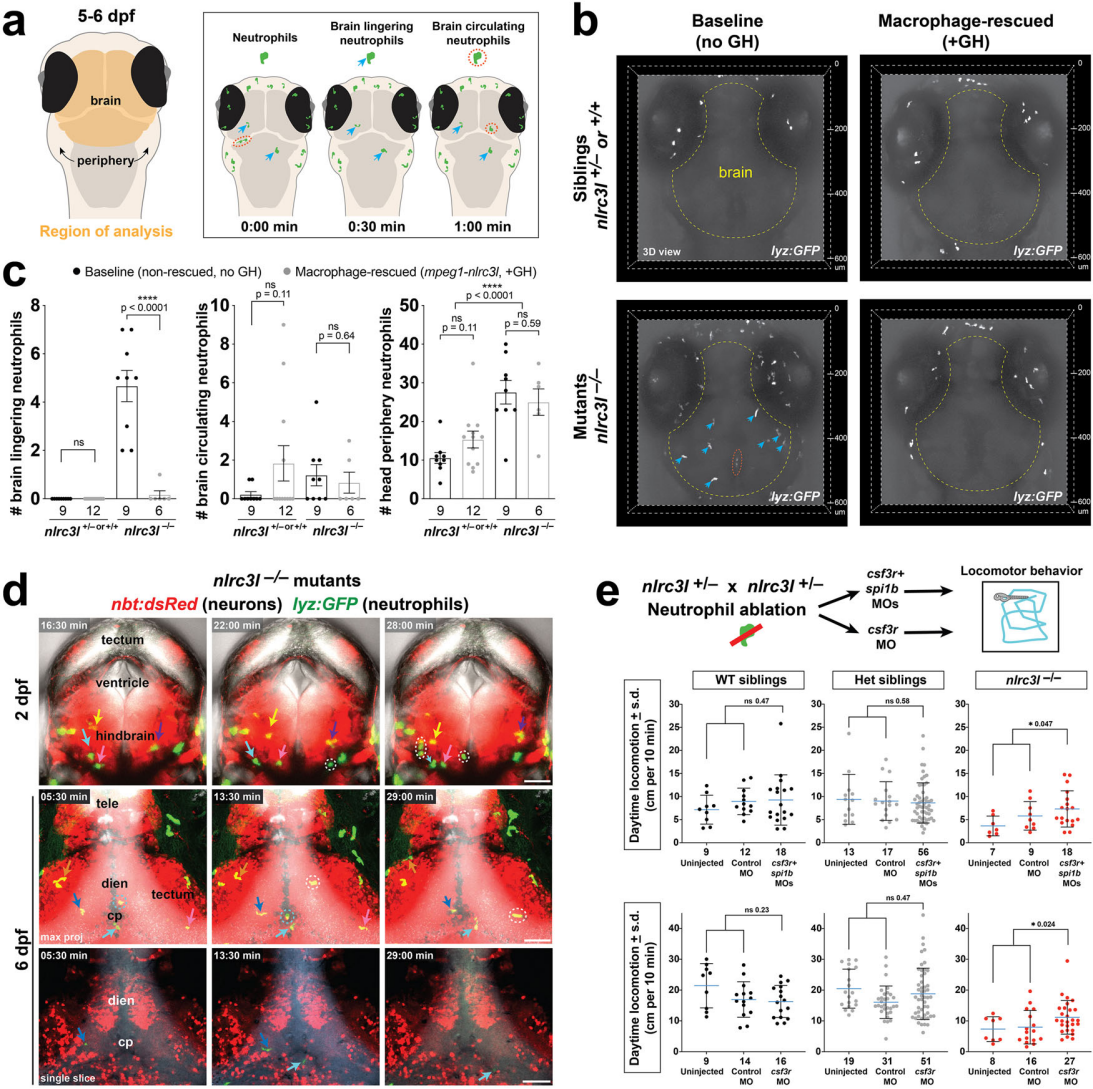
Reduced locomotion in *nlrc3l* mutants coincides with macrophage-dependent neutrophil infiltration of brain, and is partially reversed by neutrophil ablation. **a** Schematic showing brain region and categories of neutrophils analyzed in 5–6 dpf larvae from *nlrc3l* heterozygous intercross with (+GH) and without (no GH) the macrophage rescue transgene (*mpeg1-nlrc3l*). Lingering (blue arrow) defines infiltrated neutrophils that remain in the brain over the entire 15-min period of imaging, while circulating (red dotted circle) defines neutrophils observed only at a single timepoint (imaged every 30-s) that flow through the brain. GH, GFP + heart. **b** Representative 3D volumetric images of neutrophils (*lyz:GFP*+) in the brain at baseline and after macrophage rescue. See associated Supplementary Movies 9, 10, 12, and 13 showing the same zebrafish larvae as shown here. **c** Scatter bar plots show quantifications of brain lingering and circulating neutrophils, and total neutrophil numbers in the head periphery. Macrophage rescue reversed neutrophil infiltration in the *nlrc3l* larval brain, but not an overall increase in neutrophil numbers. Error bars show standard error of mean. Significance was determined by two-tailed *t*-tests. **d** Still images extracted from time-lapse confocal imaging showing circulating and infiltrating neutrophils in the brain at embryonic stage of 2 dpf and larval stage of 6 dpf (see associated Supplementary Movies 6 and 7). Individual neutrophils lingering in the parenchyma are labeled by arrows in different colors over three timepoints. Dotted circles mark circulating neutrophils passing through. tele telenchephalon, dien diencephalon, cp chorid plexus, max proj maximum projection of a *z*-stack. **e** Genetic ablation of neutrophils using combined morpholinos against *csf3r* and *spi1b* and single morpholino against *csf3r* (top diagram). Uninjected and control morpholino injected groups show the expected reduced daytime locomotion in *nlrc3l* mutants. By contrast, daytime locomotion was significantly improved in *nlrc3l* mutants after neutrophil ablation using both morpholino strategies. No effect on locomotion was found in wild-type and heterozygous siblings after morpholino-mediated neutrophil ablation compared with baseline controls. Scatter plots show mean ± standard deviation from data of individual animals. Two-tailed *t*-tests were used to determine statistical significance. *n* number of animals analyzed shown below each bar graph. See also associated Supplementary Movies 8–13.

The significant presence of neutrophils in the larval brain raises the possibility that inflammatory macrophages may indirectly modulate CNS circuits through their interaction with neutrophils in *nlrc3l* mutants. To examine the impact of macrophages on neutrophil activity in the larval *nlrc3l* mutants, we determined whether infiltration of neutrophils into the brain was dependent on *nlrc3l* function in macrophages or conversely in neutrophils or both cell types. We generated stable transgenic lines to express wild-type *nlrc3l* in a macrophage-specific (Fig. 7a–d) or neutrophil-specific (Supplementary Fig. 10) manner in *nlrc3l* mutants and analyzed lingering, circulating, and total peripheral neutrophil numbers in or around the brain using in vivo time-lapse confocal imaging (Supplementary Movies 9, 10 and 12, 13). We found that a neutrophil-specific rescue of *nlrc3l* function in *nlrc3l* mutants did not reverse either the brain lingering neutrophil or reduced locomotor phenotype (Supplementary Fig. 10), whereas restoring wild-type *nlrc3l* expression in macrophages led to rescue of these phenotypes (Figs. 3 and 7, Supplementary Fig. 4, Supplementary Movies 9–10 and 12–13). The data together indicate that *nlrc3l* has non-cell-autonomous functions in affecting neutrophils and their impact on locomotor behavior through its action in macrophages.

We next tested the possibility that activated neutrophils in *nlrc3l* mutants may directly interfere with the locomotor circuit by using well established morpholino combination-based gene knockdowns against the granulocyte colony-stimulating factor receptor G-CSFR (gene name of *csf3r*) and myeloid transcription factor PU.1 (gene name of *spi1b*) that effectively removes myeloid cells^92,93^, or against *csf3r* alone, which reduces neutrophil numbers but not macrophages as *pu.1/spi1b* knockdown does^71^, and assessed subsequent locomotor behaviors (Fig. 7e). We confirmed the high efficacy of the morpholino approaches to deplete neutrophils (90% average reduction)(Supplementary Fig. 11). Using the large-scale 96-well locomotor assay over the normal 14-hour day and 10-hour night cycles, we compared routine daytime swimming in *nlrc3l* mutants with their wild-type and heterozygous siblings after neutrophil ablation by treatment of *csf3r/spi1b* morpholinos (MOs) or single *csf3r* MO, and in control conditions (uninjected and control standard morpholino injected) on the same plate for each experiment (Fig. 7e). We found that in contrast to baseline or control morpholino-injected *nlrc3l* mutants, *nlrc3l* mutants after neutrophil depletion recovered significant swimming levels that are closer or similar to that of control siblings (Fig. 7e), indicating an essential role for neutrophils in causing the locomotor deficit. Furthermore, the effect of the morpholino treatments was specific to *nlrc3l* mutants, as neither wild-type nor heterozygous individuals had significantly altered locomotor behaviors (Fig. 7e). These results further substantiate the possibility that instead of direct signaling to neurons in the brain locomotor center, peripheral inflammatory macrophages may activate neutrophils to infiltrate the brain to enable neutrophils to locally interact with and alter the locomotor circuits in *nlrc3l* mutants.

## Discussion

While the wiring of the nervous system in sensation and perception such as vision, audition, olfaction, gustation, and touch has received much attention^94,95^, the neural basis of unprovoked spontaneous behaviors remains underexplored. Spontaneous or exploratory locomotion of animals at homeostasis may reflect some degree of motivation in response to internal or external cues for survival; these animals may be moving to explore, forage for food, or find a mate^35–37,59,60^. Since changes to the immune system have been implicated in sickness and abnormal social behaviors characterized by reduced physical activity and motivation^1,5^, we sought to determine whether dysregulated macrophages may alter brain circuits controlling normal locomotor activity. We leveraged investigation of the *nlrc3l* loss-of-function mutants as it provided an effective genetic paradigm for assessing the impact of inappropriate macrophage inflammation on brain circuit control of locomotion.

Using a large-scale and blinded platform to perform long-term tracking of spontaneous movements, we show that *nlrc3l* mutant larval zebrafish, which have aberrant inflammatory macrophages and no microglia, exhibit reduced frequency of exploratory swimming, yet maintain normal patterns of swimming (Fig. 2). When they are subjected to a series of light-to-dark visual stimuli, the mutants are fully capable of swimming at the same frequency and pattern as their wild-type and heterozygous siblings, indicating no overt physical disability but seemingly a preference for less locomotor activity (Supplementary Fig. 3). In fact, after a series of normal locomotor responses to the visual stimuli, these mutants when placed back into their normal day–night cycles revert to displaying reduced daytime swimming (Supplementary Fig. 3). These results implicate that inappropriately activated peripheral macrophages during development or over a prolonged period are capable of perturbing brain locomotor circuits at the high level where the decision to move is made, rather than the downstream execution of the body movements as conveyed in our working model (Fig. 8). The precise aspects of the neural circuits controlling spontaneous swimming that may be modulated by pro-inflammatory innate immune functions remain to be determined by dissection and manipulation of the relevant circuitry.

**Fig. 8:**
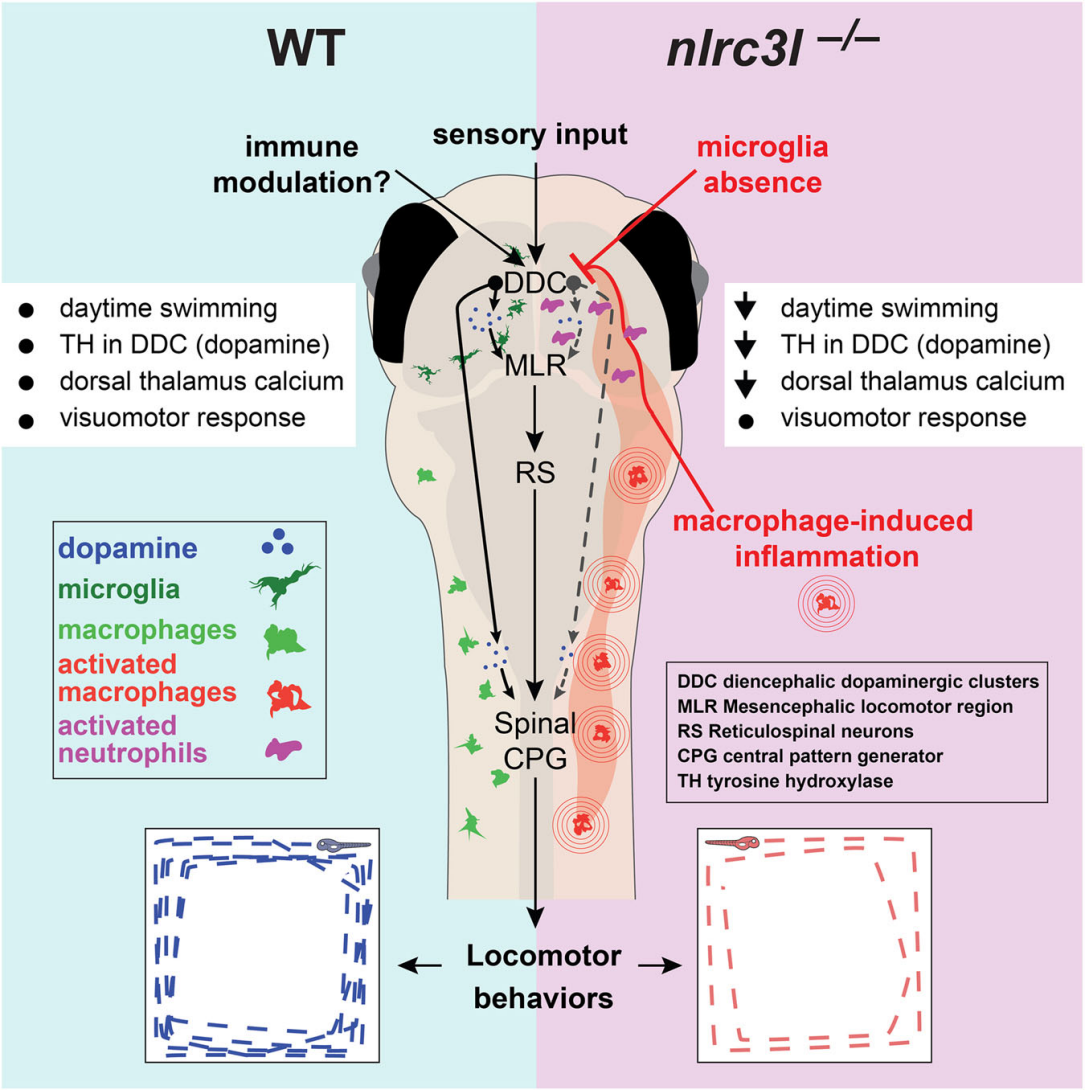
A working model for immunomodulation of the proposed daytime locomotor circuit in the larval zebrafish. Comparison between wild-type and *nlrc3l* mutant zebrafish conveys our current model. Sensory transduction based on a visuomotor response remains intact in *nlrc3l* mutants, while we show that immunomodulation is an important factor regulating larval zebrafish locomotion at steady state. The overall results suggest an inhibitory effect from macrophage-induced inflammation compounded by microglia loss on dopamine neurotransmission and subsequent activation of the descending neural circuits executing daytime locomotion. The neural circuits underlying locomotor drive may constitute diencephalic dopaminergic clusters (DDC) that either directly activate the spinal circuits (that include the central pattern generator (CPG)), or indirectly activate the mesencephalic locomotor region (MLR) and reticulospinal neurons (RS) to execute or potentiate swimming. Macrophage-induced inflammation activates neutrophils to infiltrate several regions of the brain, most notably in the vicinity of the diencephalic dopaminergic neurons where they may locally modulate neural circuits that control locomotor drive. List of effects: black dot indicates normal/typical status, and downward arrow means a reduction. Reversal of the locomotor deficit in *nlrc3l* mutants by restoring wild-type macrophages indicates that the behavioral phenotype is driven by mutant inflammatory macrophages. Further optogenetic or chemogenetic manipulations of the proposed neural circuit are needed to validate the working model.

We show that the reduced locomotor drive phenotype in *nlrc3l* mutants has a myeloid origin. Using stable transgenics to restore wild-type expression of *nlrc3l* in a macrophage-specific manner in *nlrc3l* mutants, the locomotor deficit was significantly reversed to relatively normal levels, pointing to mutant macrophages as a major source of the behavioral phenotype. Since these mutants lack microglia and only have macrophages in the periphery, the mechanism by which the mutant macrophages could interfere with brain circuit function is expected to be indirect or mediated by soluble factors. Consistent with this, reversing infiltration of neutrophils in the brain by neutrophil ablation or restoring macrophage *nlrc3l* function as distinct means of suppressing inflammation were sufficient to restore normal locomotor activity in *nlrc3l* mutants (Figs. 3 and 7, and Supplementary Fig. 4). Taken together, we show that inflammatory macrophages may indirectly, through yet unknown signaling mechanisms or recruitment of other leukocytes, alter the neural circuits regulating spontaneous behaviors at homeostasis (Fig. 8).

The view that the central nervous system (CNS) is immune privileged and immunologically inert and separated from the peripheral immune system has been revised in recent decades^18,21^. Under normal conditions, neutrophils are rarely found in the CNS as they are restricted from trafficking into the brain parenchyma and ventricular regions due to the blood-brain barrier^91,96^. However, upon a brain perturbation or pathology, such as trauma, infection, ischemia, neurodegeneration or, autoimmunity, neutrophils are recruited into the brain and found to be lingering in the CNS environment^91,96^. Interestingly, while we found the expected absence of infiltrating neutrophils in wild-type and heterozygous larval zebrafish brain, the presence of infiltrating and lingering neutrophils in the brain of *nlrc3l* mutants was striking (Fig. 7, Supplementary Fig. 10, and Supplementary Movies 8–11). Beginning at embryonic development and continuing through mature larval stages, *nlrc3l* mutants exhibit the unusual activities of neutrophils passing through and lingering in the brain, as shown previously^28^ and in this study (Fig. 7 and Supplementary Movie 11), a phenomenon associated with inflammatory brain conditions^91,96^. The neutrophil infiltration into the larval brain is secondary to the inappropriate activation of macrophages in *nlrc3l* mutants as it can be reversed by restoring wild-type macrophages but not wild-type neutrophils in *nlrc3l* mutants (Fig. 7 and Supplementary Fig. 10), indicating a requirement for the mutant macrophages. These results indicate that the effects of the *nlrc3l* mutation on neutrophils were non-cell-autonomous (Supplementary Fig. 10). While the precise nature of the neutrophil interaction with the CNS neurons in *nlrc3l* mutants is yet unknown, it is possible that known neutrophil production of effector molecules (such as free oxygen radicals and extracellular traps composed of proteins and DNA called NETs)^91,96^ may impact the surrounding neurons to affect locomotor control in the diencephalon. We further show that depletion of neutrophils by a combined morpholino-mediated knockdown of *csf3r* and *spi1b*, or single *csf3r* knockdown was sufficient to partially restore normal locomotion in *nlrc3l* mutants, providing evidence that modulation of the locomotor circuitry in the ventral larval zebrafish brain was in part mediated by activated neutrophils in the *nlrc3l* mutants (Fig. 7e). Partial recovery of the behavioral deficit may be due to incomplete neutrophil ablation, or other neutrophil-independent factors that disrupt normal behavioral circuit function stemming from other mutant cell types, in particular but not exclusively macrophages. Collectively, these results indicate that the inflammatory macrophages trigger neutrophil infiltration into the brain, possibly allowing activated neutrophils to directly interact with the brain circuitry that controls innate spontaneous locomotion (Fig. 8).

Besides macrophages in the periphery, we also examined the role of microglia, which are brain-resident macrophages that have been widely implicated in CNS circuitry assembly and functions due to their role in synaptic pruning and surveillance during development^17,65,66,97^. Microglia are absent in *nlrc3l* mutants, because they are derived from primitive macrophages, which are inappropriately activated and thereby diverted from their normal developmental course^28^. In order to delineate the causal factor(s) leading to the behavioral deficit in *nlrc3l* mutants, we investigated three other microglia-lacking mutants, gene knockouts of *irf8*, *xpr1b, and pu.1/spi1b*, to determine whether a sole microglia loss without the inflammatory phenotype could result in reduced daytime locomotion. These three other mutants do not have inflammation phenotypes at baseline. For example, they do not exhibit inflammatory cellular phenotypes such as engorged and aggregating peripheral macrophages, and abnormally large numbers of circulating and infiltrating neutrophils as that observed in *nlrc3l* mutants ^28,48,49,98,99^. No one microglia-lacking mutant is sufficient to reliably represent a sole microglia loss. We, therefore, analyzed a set of four mutants which all lack microglia but have different macrophage status (none to relatively normal) to determine the common phenotype(s) that can be attributed to microglia loss. Using this approach, our results revealed minimal to no effect of microglia loss on spontaneous locomotor behaviors as shown in *irf8*, *xpr1b, and pu.1/spi1b* mutants (Fig. 4c–g) at larval stages.

Our finding that an absence of microglia in larval zebrafish at 5–8 dpf did not cause a significant disruption to routine swimming behaviors seems consistent with murine studies indicating no significant behavioral or cognitive impairment with removal of microglia at baseline^100^. Understanding the full extent of microglia impact on behavioral outcomes remains incomplete, while murine studies raise the possibility that microglia may be primary responders to homeostatic perturbations in the CNS, rather than main drivers of CNS maintenance and homeostasis^21,100–103^. Furthermore, in contexts of CNS pathology or inflammation, a role for microglia in modifying CNS circuits and behavior remains supported and possible^21,97^. Consistent with this, our study underscores the possibility that systemic inflammation stemming from dysregulated peripheral macrophages intensifies the effects of microglia loss, thereby causing reduced locomotion and sickness-like behavior. Microglia may normally have a role in dampening inflammatory effects in the CNS, thereby limiting potentially negative effects on circuit functions and behavioral outcomes. Similarly, *nlrc3l* mutants may be more severely impacted by the chronic systemic inflammation due to an absence of microglia which normally limit pro-inflammatory signaling in the CNS. Finally, while we found only minimal to no behavioral changes in microglia-lacking mutants at larval stages of 5–8 dpf, we cannot rule out the possibility that microglia may significantly impact homeostatic behaviors later in life in zebrafish. Recent study of others showing that most microglia were associated with synapses in the midbrain and hindbrain of juvenile zebrafish starting at 28 dpf supports this possibility^104^.

We found that the reduced locomotion in *nlrc3l* mutants was associated with a disruption of the diencephalic dopaminergic circuit previously known to control swimming^34,69,81,82^ (Fig. 8). *nlrc3l* mutants at larval stages were found to have reduced intracellular calcium in the dorsal thalamus and DDC region at baseline (Fig. 5 and Supplementary Fig. 8) and a significant reduction in the rate-limiting enzyme TH for dopamine synthesis in the diencephalic dopaminergic clusters (DDC) (Fig. 6). These results are consistent with the known importance of dopamine neurotransmission and brain dopaminergic circuits for initiation and control of locomotion that is evolutionarily conserved from fish to humans^105–108^. DDC encompass neurons that directly control spinal motor neurons essential for swimming^69^ and provide the primary source of dopamine to the spinal cord neurons including the central pattern generator (CPG) that controls body movements^30,34,81^. We, therefore, propose that appropriate levels of dopamine neurotransmission from the diencephalon is essential to regulate locomotion either directly from the DDC to the spinal CPG or via the mesencephalic locomotor region (MLR) to the reticulospinal neurons (RS) in the hindbrain (Fig. 8) known to convey motor commands from the brain to the spinal circuits in zebrafish^69,85,109–111^. Furthermore, dopamine release from the brain has been shown to influence generation of motor neurons in the spinal cord^112^. Our study implicates that the dopaminergic circuits underlying locomotor control may be more susceptible or responsive to inflammatory signaling, thereby subject to innate immune modulation, although the precise mechanism remains to be determined.

In summary, this study leverages genetic and large-scale approaches in zebrafish using *nlrc3l* mutants and a set of other microglia-lacking mutants to reveal the capability of peripheral inflammatory macrophages in the absence of microglia to alter steady state spontaneous behaviors. We also show that this behavioral change is associated with macrophage-dependent recruitment of neutrophils into the brain that may modify neural circuitry controlling daytime locomotion. By contrast, we found that microglia loss alone had minimal to negligible consequence on steady-state locomotion. Overall, we show that chronic peripheral inflammation evoked by inflammatory macrophages can trigger locomotor behavioral changes.

## Methods

### Zebrafish

Embryos from wild-type (TL and AB), mutant and transgenic backgrounds: *nlrc3l*^*st73*^ ^28^, *irf8*^*st95*^ ^48^, *xpr1b*^*st89*^ ^49^, *pu.1/spi1b*^*fh509*^ ^50^*, mpeg1:EGFP*^113^, *lyz:GFP*^114^, *neurod:GCaMP6f* ^75^, and *nbt:DsRed*^115^ were raised at 28.5 °C and staged as described^116^. Stable transgenic *mpeg1:nlrc3l* and *lyz:nlrc3l* lines were generated using Tol2-mediated transgenesis of constructs made from integrating full-length wild-type *nlrc3l* coding sequence downstream of regulatory sequence for *mpeg1(*1.86 kb*)* or *lyz*(2.4 kb), respectively, using gateway plasmids previously created^28^; these constructs were validated by Sanger sequencing. Stable *elavl3:GCaMP6s* line was generated using Tol2-mediated transgenesis. This study was carried out in accordance with the approval of UNC-Chapel Hill Institutional Animal Care and Use Committee (protocols 16–160 and 19–132).

### Whole-mount RNA in situ hybridization

RNA in situ was performed using standard methods. Antisense riboprobes for *mfap4*, *mpx*, and *irg1* were synthesized as described ^28,71,117^. Additional antisense riboprobes were synthesized using primers targeting coding sequences of *dbh*, *gad1b*, *nr4a2b/nurr1*, *serta/slc6a4a*, and *vglut2a/slc17a6b* (sequences detailed in Supplementary File 1).

### RNA isolation and qPCR

RNA was isolated using the RNAqueous-Micro kit RNA Isolation Procedure (Ambion). Whole larvae were lysed in 100–300 μL RNA lysis buffer. cDNA was made from 150 or 200 ng of total RNA using oligo (dT) primer with SuperScript IV reverse transcriptase (Invitrogen). qPCR was performed on the QuantStudio 3 Real-Time PCR System (Applied Biosystems) using SYBR Green. The delta-delta ct method was used to determine the relative levels of mRNA expression between experimental samples and control. *ef1a* was used as the reference gene for determination of relative expression of all target genes. Primer sequences for qPCR analysis are listed in Supplementary file 1. All qPCR experiments were conducted using three technical replicates and a minimum of 3 biological replicates.

### RNA-seq analysis

Paired-end RNA-Sequencing was performed on two independent biological replicates of 10 or 12 pooled 4-dpf larval zebrafish per genotypic group (*nlrc3l* mutants versus their siblings) by Illumina HiSeq 2 × 100 basepairs. The mutants were pre-sorted by neutral red for lack of microglia while the siblings, consisting of heterozygotes and wild-types, were sorted for presence of normal microglia. Genotypes were verified using PCR-restriction enzyme assay prior to library preparation. RNA-seq analysis followed previously developed protocol^118^, which consists of modules and packages including FastQC for quality control, Trimmomatic for data trimming, and HISAT2 for sequence alignment. The differential expression analysis was performed using DESeq2. Gene ontology analysis was performed on the differentially expressed genes with bioMaRt in R.

### In vivo time-lapse and static confocal imaging

All time-lapse and static z-stack imaging were performed using a Nikon A1R + hybrid galvano and resonant scanning confocal system equipped with an ultra-high-speed A1-SHR scan head and controller. Images were obtained using an apochromat lambda 40x water immersion objective (NA 1.15) or a plan apochromat lambda 20x objective (NA 0.75). Z-steps at 1–2 µm were taken at 40x and 3–5 µm at 20x. Different stages of zebrafish were mounted on glass-bottom dishes using 1.5% low-melting agarose and submerged in fish water supplemented with 0.003% PTU to inhibit pigmentation. All image acquisition parameters (including laser power, gain, scan mode/speed, and resolution) were set constant for experiments requiring fluorescence quantification. Raw data was used for quantification, and brightness/contrast adjustments may be independently applied to whole images only for the purpose of clarity in figure presentation.

### 96-well or 24-well behavior experiment setup

Heterozygous intercrosses were conducted to generate homozygous mutants that were co-housed and monitored in identical conditions as their heterozygous and wild-type siblings. Embryos were raised with daily water change and health checks at a density of 50–100 per dish at 28.5 °C without the light:dark cycles until they reached 5 dpf. Fish were checked for normal gross morphology using a brightfield stereomicroscope with phase contrast including an inflated large swim bladder and normal motility (via a touch response test using forceps) before and after behavioral tracking. No notable difference in gross body morphology (including body muscle) was observed in fish used for tracking. Although infrequent, any larvae that appeared sick or have deflated swim bladder were eliminated from further analyses. Individual 5 dpf larvae were placed alone in each well of a 96-well (Fig. 2a) or 24-well plate (Fig. 3a, Supplementary Fig. 2), and simultaneously tracked in the customized ZebraBox built by ViewPoint Behavior Technology. At 5 dpf we are able to avoid possible confounding effects from feeding since the larval zebrafish can survive on their yolk contents. The automated tracking system recorded the location of every animal on the plate continuously using an ultrasensitive infrared CCD camera. Because larvae undergo spontaneous burst and glide swimming interspersed with short periods of inactivity, data was automatically collected at 10-min integrations^43^ for 72-hour tracking under 14-h light: 10-h dark cycles (432 total timepoints)(Figs. 2, 3), or 1-min integrations for the 6-h light-dark visuomotor assay (360 total timepoints)(Supplementary Fig. 1). The larvae were housed in the ZebraBox at room temperature to maintain them at around 6 dpf so the impact of development is minimal while preserving their active and healthy state. Ninety six deep well polypropylene plates (0.7 ml) with flat bottom and square wells (EK-2074, E&K Scientific; 201242–100, Agilent), or 24-well cell culture clear plates with flat bottom and circular wells (T1024, Thomas Scientific) were used. For 72-h experiments, water evaporation was minimal in the 24-well setup but significant in the 96-well plate, which required a daily replenishment of 50–100 μl of fish water per well. Animals were genotyped after completion of behavioral tracking to ensure unbiased data collection.

### Large-scale locomotor behavior analysis

High-throughput locomotor behavior data collected was mined and quantified in Matlab and R. The outputs from ZebraBox for each experiment include a spreadsheet of raw data for all animals at all timepoints by variables (such as counts, distance, duration of movements) and the images of movement traces, which were integrated over a 10-min window for the entire 3-day duration of tracking. Extraction of features such as distance and duration of movements at timepoints and periods of interest was achieved in Matlab. Key locomotor metrics (distance, frequency, and speed) for each individual fish were determined as an average across time periods of interest (such as d2 and d3 light periods for 72-h tracking, unless otherwise noted). We did not include the first day given its variability during acclimation.

### Locomotor pattern analysis

Matlab was used to process images of movement traces recorded at every timepoint corresponding to daytime d2 and d3 periods to digitally segment each well into nine equal squares in a 3 × 3 grid to determine pixel values for each square of the grid for all fish at all timepoints of interest (Fig. 3g). R program was used to compute the perimeter and center scores from the outputs of the pixel-based pattern analysis in Matlab. The perimeter swimming was quantified using all but the center square for each individual at every timepoint; each outer square was assigned 0 for pixel value ≤ 9 (baseline no movement) or 1 for pixel value > 9, then these numbers were summed to generate a single perimeter score per individual per timepoint, ranging from 0 (no perimeter swimming) to 8 (full perimeter swimming) (Fig. 3g). The center square was evaluated directly by its pixel value (<100 for little to no center activity and >550 for high center activity). Downstream statistical analyses of the quantified locomotor patterns, such as hierarchical clustering, were performed and visualized using various R packages, including heatmap.2 and hclust, and GraphPad Prism 9.

### Visuomotor assay using light-dark conditions

For the visuomotor assay, the animals were subjected to a series of defined timed intervals of alternating 100% light or 0% light (for dark) conditions implemented by a built-in light control program in the Zebrabox. Locomotor behaviors were recorded every minute for a total tracking time of 6 h (Supplementary Fig. 1). We programmed our system light control to begin with a 3-h full lighting acclimation period followed by alternating dark and light periods dispersed over four 30-minute intervals and six 10-min intervals to allow assessment of five repeated light-to-dark switches (Supplementary Fig. 1). For analysis, we extracted data from specific periods of response to visual stimuli, and calculated locomotor metrics for each individual animal.

### In vivo brain calcium imaging to measure spontaneous daytime neural activity

Double transgenic larval zebrafish carrying *neurod:GCaMP6f* and *nbt:dsRed* at 5 dpf were acclimated for ~24 h in 14 h light: 10 h dark cycle prior to brain imaging at 6 dpf. Two *z*-planes (tectum at ~50 microns below skin and diencephalon at ~55 microns below tectum slice) were imaged at 1 scan per second for 10 min in ambient light using resonant scanning at 16X line integration on a Nikon A1R + confocal microscope with a 40x water immersion objective (NA 1.15). Genotyping ensued imaging. *GCaMP6f* fluorescence was extracted for ROIs in the telencephalon, diencephalon, tectum, and cerebellum over the entire imaging period using ImageJ. R program was used to calculate spontaneous neural activity of the ROIs by ΔF/F_0_, either from discrete regions of interest or random sampling of individual neurons. Baseline calcium (F_0_) of each ROI was determined by the average fluorescence intensity over all timepoints. Number of calcium spikes was determined using Matlab by setting a threshold ΔF/F_0_ value for each brain region ROIs to define the number of discrete events at which ΔF/F_0_ is above the set threshold with at least one timepoint gap from the next spike event. Relative somatic calcium fluorescence for each ROI was calculated as an average of the relative changes in *GCaMP6f* fluorescence from baseline fluorescence over all timepoints of the 10-min calcium imaging per fish. Due to the varying *neurod:GCaMP6f* reporter expression intrinsic to Tol2-mediated transgenesis and random sampling, we found *GCaMP6f* signals consistently strong in the telencephalon but not in the diencephalon that already has low baseline fluorescence. Animals with *GCaMP6f* signals that cannot be delineated in at least a subpopulation of the diencephalic neurons were excluded from diencephalon analysis. Pan-neuronal *elavl3:GCaMP6s* transgenic zebrafish were acclimated, imaged at 1 Hz for a minimum of 5 min in ambient light using confocal imaging with a 40x objective, and analyzed using the same pipeline as above.

### Gene knockdown by morpholino microinjection

Morpholino oligomers were injected into one-cell stage embryos from *nlrc3l* heterozygous intercrosses. Antisense morpholino oligos were purchased from Gene Tools and re-suspended in water to make 1–3 mM stocks. Morpholino sequences are listed in Supplementary file 1. Morpholinos were heated at 65 °C for 5 min and cooled to room temperature before microinjection at 1 nL. Efficacy of the morpholinos were validated based on the known phenotype. Quantification of neutrophils at 2 dpf was based on a cell count and at 5–6 dpf based on total area of neutrophils in an ROI using ImageJ. Area was used at later stages due to an increased presence of clustering and interconnected neutrophils, which makes cell counting less reliable.

### Neutral red staining

Microglia were examined in live larvae by neutral red vital dye staining as previously described^28,48^. Larvae at 3–4 dpf were stained by immersion in fish water supplemented with 2.5 μg/mL neutral red and 0.003% PTU at 28.5 °C for 1 hr, followed by 1–2 water changes, and then analyzed using a stereomicroscope.

### TH immunostaining

Standard whole mount tissue immunostaining was followed using the rabbit anti-Tyrosine Hydroxylase antibody (AB152, Sigma Aldrich) at 1:100 dilution. Briefly, zebrafish larvae were fixed overnight in 4% paraformaldehyde followed by methanol permeabilization, and incubated with primary antibody in blocking solution overnight at 4 °C and then secondary antibody, goat anti-rabbit Alexa Fluor 594 (ThermoFisher), at 1:3000 dilution in blocking solution for detection.

### Statistics and reproducibility

Unpaired two-tailed *t*-tests were performed unless otherwise noted. F test was used to compare variances. For unequal variances, Welch’s correction was used on the two-tailed *t*-test. For multiple comparisons of 3 or more groups, one-way ANOVA test was applied followed by multiple pairwise comparisons to determine the pair(s) showing significant differences using FDR-adjusted *p*-values. All graphical plots and statistical tests were generated using GraphPad Prism 9 unless otherwise noted. All box-whisker plots show the median, first and third quartiles, minimum, and maximum of the data plotted.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Supplementary Movie 12

Supplementary Movie 13

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in this published article (and its supplementary information files, including Supplementary Data 1). Any additional files related to the datasets in the current study are available from the corresponding author on reasonable request. All RNA-seq data supporting this study has been deposited to the GEO repository under the accession GSE179883.

# Supplementary material for: Peripheral NOD-like receptor deficient inflammatory macrophages trigger neutrophil infiltration into the brain disrupting daytime locomotion
**Source:** Commun Biol. 2022 May 16;5:464. doi: 10.1038/s42003-022-03410-z
**Supplement:** Supplementary file 17 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ ☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ ☐ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

Data analysis

*Provide a description of all commercial, open source and custom code used to analyse the data in this study, specifying the version used OR state that no software was used.*

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in this published article (and its supplementary information files). Any additional files related to the datasets in the current study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined as the number of biological replicates larger than the minimum sample size sufficient to detect significant differences between two or more groups by power analysis. Experiments were designed for sample size of 4-6 or more, and as large as > 50. |
| Data exclusions | No exclusions unless there were technical errors where the experiment could not be used.                                                                                                                                                                                         |
| Replication     | All experiments were repeated at least twice, and biological replicates are used for each N for sample size.                                                                                                                                                                     |
| Randomization   | All samples were randomized at time of collection, and genotypes only determined and associated for analysis of data after completion of experiment.                                                                                                                             |
| Blinding        | Genotypes were blinded to researcher at time of experimentation for all experiments.                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Primary rabbit anti-Tyrosine Hydroxylase antibody (AB152, Sigma Aldrich) and secondary goat anti-rabbit Alexa Fluor 594 were used. (ThermoFisher). |
| Validation      | Validation based on known IHC staining published previously as cited in the paper.                                                                 |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Embryos from wild-type (TL and AB), mutant and transgenic backgrounds: nlrc3l <sup>st73</sup> 28, irf8 <sup>st95</sup> 48, xpr1 <sup>bst89</sup> 49, pu.1 <sup>spi1bfh509</sup> 50, mpeg1:EGFP 112, lyz:GFP 113, neurod:GCaMP6f 75, and nbt:DsRed 114 were raised at 28.5°C and staged as described <sup>115</sup> . Stable transgenic mpeg1:nlrc3l and lyz:nlrc3l lines were generated using Tol2-mediated transgenesis of constructs made from integrating full-length wild-type nlrc3l coding sequence downstream of regulatory sequence for mpeg1(1.86 kb) or lyz(2.4 kb), respectively, using gateway plasmids previously created <sup>28</sup> ; these constructs were validated by Sanger sequencing. Stable elavl3:GCaMP6s line was generated using Tol2-mediated transgenesis. This study was carried out in accordance with the approval of UNC-Chapel Hill Institutional Animal Care and Use Committee (protocols 16–160 and 19–132). |
| Wild animals       | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

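RNA-seq had been carried out by the authors on whole zebrafish larvae at 4 dpf, in 2 pools of *nlrc3l* mutants and 2 pools of their heterozygous and wild-type siblings, with 10 larvae in 1 pool of each genotype and 12 in the other. The authors checked the paired-end reads with FastQC, trimmed them with Trimmomatic, aligned them with HISAT2 and compared the genotypes with DESeq2. The genome build, annotation release and counting tool are not named in the paper's text.

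The authors' deposited values are of 4 kinds. The baseMean is a signal, the mean over all 4 libraries of counts that the authors divided by DESeq2's size factors. The log2 fold change of mutants over siblings and its standard error are on the log2 scale, from the authors' DESeq2 model. The statistic is a score, the log2 fold change divided by its standard error, as the authors deposited it. The p-value and adjusted p-value were deposited by the authors as DESeq2 gave them. The table of all genes has 19143 rows, and a second table of 358 genes holds those past the study's thresholds. Every row has an adjusted p and the lowest baseMean is 9.18, so the table starts above a limit on low counts. Values per library were not analysed here. The depth of each library, the agreement of the pools and the effect of leaving out a pool are therefore not reported, and the precision of each value is that of its standard error, with a median of 0.14 on the log2 scale.

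The design written before the data were examined gave a test for each form the tables could have, and the form for a table of comparisons was used. The two-sided normal p of each log2 fold change over its standard error was recomputed, with Benjamini-Hochberg adjustment over the 19143 genes, and a gene was called at an adjusted p of 0.05 or less and a fold change of 1.5 or more. The 358 genes called this way were the 358 genes of the second table and of the paper's supplementary list. Limits at 95% are normal limits. Each change was also tested against a fold change of 1.5. A mean for each genotype was computed from the baseMean and the log2 fold change, as 2 libraries against 2, and where it was at or under 3 normalized counts, which held for 6 called genes, the size of the fold change is called uncertain, since no bound can be had without values per library. The negative binomial dispersion implied by each standard error was computed from these means and set to 0 where negative. Its square root is the implied coefficient of variation between libraries of a genotype. It is the value after DESeq2's moderation across genes, not a spread observed between pools.

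Lists of genes were written before the tables were examined but after the paper's supplementary list of called genes had been read. They cover the inflammation and microglia genes that the paper names, markers of neutrophils, macrophages and microglia, and genes of other tissues and responses. Each median was placed among 10000 random lists matched in 20 bins of baseMean, with a fixed seed, and limits of 2.5 and 97.5 percent were used. The genes named are those the paper names for its RNA-seq, *nlrc3l*, the paper's qPCR targets, the 3 called genes with the largest rise and the 3 with the largest fall at a baseMean of 50 or more, and up to 2 extremes of a list. Names for a gene outside this rule are marked as chosen after its values were seen. Chromosomes came from matching symbols to GRCz12tu, which placed 93.7% of genes and 93.0% of called genes on 25 chromosomes. That assembly was used for which genes neighbour each other only, since the build of the study is not known.

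The steps were tested on simulated log2 fold changes with the standard errors of the 19143 genes. Of 200 changed genes 200 were called in the right direction, with 4 unchanged genes called, and 4.5% of 200 unchanged lists lay outside the percentile limits. The changed genes were given a log2 fold change of 1.5 either way and were drawn only from genes with small standard errors. Their recovery was thus near certain beforehand and says little about smaller changes or less precise genes. The statistic of unchanged genes had a robust SD of 1.01 there, against 1.19 across genes in the data. In that simulation genes varied independently, which they do not in libraries. The alternatives tried were an empirical null, other thresholds, a minimum on baseMean, Holm adjustment, centring of the log2 fold changes, weighted means and lists without the genes of the supplementary list. The paper's gene ontology analysis was not repeated, as no annotation of that kind was used here. *tnfa* and *th2* were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.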

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

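The tests of a shared library factor, of a scaling factor and of the tissue share of muscle, and the test of the spread between libraries, were chosen after the values they use had been seen. The lists below, of lens, muscle, pancreas, intestine, photoreceptor, neuron, interferon, heat shock and clock genes, are not discussed as sets in the paper's RNA-seq results, although it names single members such as *irf1b* and *hsp70.2*, and they lay outside the limits of matched lists. Of 13 such lists 10 did, where unrelated genes would give about 5 in 100. Genes of a tissue vary together, so this count mostly shows that matched lists of unrelated genes are too narrow a comparison. Each median was therefore also divided by the median standard error of its members, which is the error of the whole list if its members share 1 error. With 4 libraries in 2 genotypes there are 2 degrees of freedom, for which the 95% limit of Student's t distribution is 4.30, against 1.96 for a normal error.

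Lens crystallins were higher in the mutants, with a median log2 fold change of 1.32 over 46 genes. They made up 35 of the 245 genes called higher, or 14.3%, and their implied share of all normalized counts was 0.933% in siblings and 2.2% in mutants. Many crystallin genes are near-identical copies whose reads can be split, but lens genes outside the crystallin families and outside the paper's supplementary list had a median of 1.38 over 11 genes, 9 of them positive, which argues against shared reads as the whole cause. Leaving out the supplementary list removes called genes, so this choice works against a rise. More eye tissue in the mutant pools would also raise photoreceptor genes, whose median was -0.27. A difference between libraries of the same genotype stays open. The implied coefficient of variation of the crystallins was 0.240 against 0.0373 in matched lists, a percentile of 100, and the median was 3.55 times the members' standard error, under the limit of 4.30. The 35 calls are therefore closer to a single observation than to 35, and a difference in lens development between the genotypes may or may not underlie it. The values per pool would decide this and were not analysed here.

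The other lens genes had a median of 1.36 over 20 genes, of which 9 were higher at an adjusted p of 0.05. Their ratio of median to standard error was 3.14, and their implied coefficient of variation was at percentile 100 too. Single members go against a large factor shared by every lens gene of a library. In the authors' deposited table *lenep*, the highest of the list, had a log2 fold change of 1.96 with an adjusted p of 2.02e-14 by DESeq2. Its implied coefficient of variation was 0. There *hsf4*, chosen after its values were seen, had 1.3 with an adjusted p of 1.17e-05 by DESeq2. The implied coefficient of variation of *hsf4* was 0.104, under the 0.270 of the list but above the 0.0333 of matched lists. The baseMean of *lenep* and *hsf4*, 55.4 and 68.1 in the authors' deposited table, is far below that of most crystallins. Single genes do not settle the list. For the list as a whole a shared factor and a difference between the genotypes cannot be told apart at 2 pools against 2.

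Skeletal muscle genes were higher, with a median of 0.54 over 25 genes and 20 of them higher at an adjusted p of 0.05. The ratio of 5.43, and of 4.67 for the 16 members outside the paper's supplementary list, was past the limit of 4.30, which argues against a shared library factor of the size of the standard errors, although the implied coefficient of variation was at percentile 100. A larger share of muscle in the mutant pools predicts a common factor, and the genes spread by more than their errors, with 77.3% of the spread beyond them by Cochran's Q. That test leaves the share open, since near-identical myosin and actin copies share reads and can spread for that reason. Differences in body composition or stage were not tested.

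Exocrine pancreas genes were lower, with a median of -0.38 and a ratio of 4.00, and intestine genes were lower, with a median of -0.43 and a ratio of 3.95. Photoreceptor genes were lower, with a median of -0.27 over 24 genes and a ratio of 3.55. These ratios lie between the limits of 1.96 and 4.30, so a library factor shared by each list cannot be told apart from a difference between the genotypes by them. The implied coefficients of variation were at percentiles 72.8, 92.0 and 92.1, within the limits of matched lists. They are values after DESeq2's moderation, so a difference between libraries of the same genotype was neither shown nor excluded. A factor that parts the mutant pools from the sibling pools stays open as well. A single scaling factor between the genotypes is argued against, since muscle and pancreas medians lay 0.92 apart in opposite directions. GC content and transcript length were not tested.

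Interferon response genes had a median of 0.30 and a ratio of 1.76, neurons of -0.0936 and 1.35, heat shock genes of 0.14 and 1.38, and circadian clock genes of -0.11 and 0.993. All of these ratios were under 1.96, so an error shared by the list is enough to give each of these medians, small as they are. That holds for the medians and not for every member. At an adjusted p of 0.05, 4 genes of the interferon list and 6 of the heat shock list were higher and none lower. By Cochran's Q 84.5% and 82.0% of the spread of these lists lay beyond the standard errors, against 0% for neurons and 37.7% for clock genes. An error alike on all members would not give the spread of the interferon and heat shock lists. For the interferon list this rests in part on *rnasel3*, chosen after its values were seen. In the authors' deposited table that gene was at 0.92, with an adjusted p of 1.51e-20 by DESeq2. Whether *rnasel3* responds to interferon was not checked. All 21 neuron genes had a negative log2 fold change, which a shared error gives as well.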

How the results depend on the processing

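The alternatives were written before the data were examined, apart from the setting for genotype means under the floor. No paired analysis was possible because the table holds 1 comparison per gene and no values per library. For the same reason leaving out each replicate, the replicate number as a block and other normalizations were not run. The microglia genes and inflammation genes that the paper names have too few members outside its supplementary list for that alternative.

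The counts of called genes moved with the thresholds. Without a fold change minimum 564 genes were higher and 387 lower, with a fold change of 2 or more 136 and 25, and with Holm adjustment 114 and 52. These changes follow from how the thresholds are built. The empirical null gave 167 higher and 78 lower, the stricter adjusted p of 0.01 gave 187 and 84, a baseMean of 50 or more gave 175 and 83, and centring gave 245 and 120, each within 1.5 times the main counts. The share of called genes that were higher stayed between 67.1% and 69.0% in these 4 settings. It was 68.7% with Holm adjustment, but 59.3% without a fold change minimum and 84.5% with a fold change of 2 or more. Against a null of a smaller fold change, as set beforehand, 118 genes passed the test in place of 43, and on the empirical null scale fewer passed, within 1.5 times that count.

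The rank of *acod1* was 7 by log2 fold change, 8 by the test statistic and 1 among called genes with a baseMean of 50 or more. With genotype means at or under 3 normalized counts set to 3, which was chosen after seeing the data, it was 6.

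Of the lists, only that of the microglia markers changed its direction or its side of the percentile limits. Its median of -0.22 became -0.0386 as a weighted mean, within the limits of matched lists, and 0.16 without the genes of the paper's supplementary list, in the opposite direction. The weighted mean gives abundant genes most of the weight. The other setting leaves out genes that were selected by this same change, so it removes the 4 largest falls by construction and does not show that the rest of the list was unchanged. The other 19 lists kept both in every alternative run, but the size of some medians moved. Without the genes of the supplementary list, the liver median went from -0.33 to -0.13 and the neutrophil median from 0.72 to 0.36, which follows in part from leaving out called genes. As weighted means, the lens crystallins went from 1.32 to 0.81 and the other lens genes from 1.36 to 0.80. The spread of the lens crystallins stayed above that of matched lists in both of its alternatives, and the chromosome of *nlrc3l* kept an odds ratio above 1 with no adjusted p under 0.05 in its 3 alternatives. Depth limits the genes of low baseMean most, among them the named microglia genes.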

Differences from the paper's values

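The recomputed counts were 245 genes higher and 113 lower, and the paper's reported values are 245 and 113. The log2 fold changes of the genes it names were those of its supplementary list. The paper labels *nfkbiaa* among the raised genes in Fig. 1a. Its log2 fold change of 0.581 in the authors' deposited table lies just under the log2 of the fold change minimum, 0.585, so it was not called. Without a fold change minimum it was called higher, with an adjusted p of 2.3e-05. The paper places *acod1* among the most highly raised genes, and it was rank 7 of 245 by log2 fold change.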

Other observations

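The tests of the liver, neutrophil, macrophage, microglia and complement lists and of the genes nearest to *nlrc3l* were chosen after the values had been seen in part.

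A library factor shared by every member would move a list 1 way. At an adjusted p of 0.05, 2 liver genes were higher and 16 lower, 14 complement and acute phase genes were higher and 2 lower, and 2 microglia markers were higher and 5 lower. By Cochran's Q 97.1%, 92.1% and 94.4% of the spread of these lists lay beyond the standard errors. This argues against 1 factor on all members as the only cause, while a factor on part of a list stays open. The implied coefficient of variation between libraries of a genotype was at percentile 29.0 of matched lists for liver genes and 66.1 for complement and acute phase genes. It was thus not raised past their limits. As a value after DESeq2's moderation it neither shows nor excludes a difference between libraries of the same genotype. A technical difference that parts the mutant pools from the sibling pools was not tested, since the design confounds it with the genotype.

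For neutrophil markers, none of them lower, the ratio of the median to the members' median standard error was 4.81, past the limit of 4.30. The list was written with the paper's supplementary list known, and 11 of its 17 members are in it, so the choice of members may have raised the ratio. For the 6 members outside it the ratio was 2.095, between 1.96 and 4.30, but leaving out called genes lowers it. The implied coefficient of variation was 0.0493 against 0.0339 in matched lists, at percentile 99.97, as a difference between libraries would give. For the 6 members outside the supplementary list the percentile was 91.59, within the limits of matched lists. A shared library factor and a difference between the genotypes therefore cannot be told apart by these values. For macrophage markers the ratio was 2.74, between 1.96 and 4.30, and the percentile of 0.28 decides little at a median baseMean of 45.4, where counting noise makes up most of the errors, so the 2 cannot be told apart there either. The inflammation and microglia genes that the paper names were left out, since the study picked them by their change in these libraries.

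Metabolic genes were lower in the mutants, with a median of -0.33 for liver genes. Less liver tissue alone would lower complement and acute phase genes too, whose median was 0.43, or 0.29 without the genes of the supplementary list, so it is argued against as the only cause. A smaller liver together with a raised acute phase response stays open, as a hypothesis. Cone and rod genes were not separated in the photoreceptor list. In the authors' deposited table *rbp3* was lower by the most in that list, at -0.64, while *rho*, chosen after its value was seen, was at 0.01, with 95% limits of -0.28 to 0.29.

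Neutrophil markers rose by different amounts, with 93.7% of their spread beyond their errors by Cochran's Q, and for microglia markers this was 94.4%. More neutrophils, or loss of microglia, with unchanged expression per cell would give a common factor only where no other cell makes these genes. Other cells of a whole larva can make several of them, so a change in cell number and a change per cell cannot be told apart from these values. The macrophage marker *mpeg1.1* was lower, at -0.64 with an adjusted p of 0.0441 by DESeq2 in the authors' deposited table, while *mpeg1.2* was higher, at 0.72. This pair was chosen after its values were seen, and as related copies they can share reads.

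Sorting by a recessive phenotype fixes the haplotype around the mutated gene in the mutant pools, which may add differences that come from linked variants. On the chromosome that carries *nlrc3l* in GRCz12tu, 17 of 628 placed genes were called, an odds ratio of 1.50 (Fisher's exact test, p = 0.129, adjusted p = 0.448 over 25 chromosomes). With no fold change minimum the odds ratio was 1.52 (Fisher's exact test, p = 0.0117, adjusted p = 0.146). For genes called lower only it was 2.34 (Fisher's exact test, p = 0.0282, adjusted p = 0.433), on 8 genes. Without the crystallins it was 1.58 (Fisher's exact test, p = 0.0802, adjusted p = 0.401). Among the 50 tested genes to each side of *nlrc3l*, 4 were called, against 1.85% elsewhere (Fisher's exact test, p = 0.116). The 4 include *nlrp16*, 25 genes away, which the paper names as a raised receptor. These tests neither show nor exclude a linked effect. The excess past an adjusted p of 0.05 was on another chromosome, where 37 genes were called (adjusted p = 1.0e-07) and 25 of them were crystallins. Without the crystallins its odds ratio was 1.07.

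Lists that showed no shift past the limits of matched lists were the dopaminergic and noradrenergic genes, with a median of -0.09 at percentile 6.69, erythroid genes, with 0.06 at percentile 89.0, and neuropeptides, with -0.10 at percentile 5.78. Of the paper's qPCR targets, *th* had a log2 fold change of -0.49 with an adjusted p of 0.325 by DESeq2 in the authors' deposited table, with 95% limits of -0.94 to -0.03, and *slc6a3* had -0.21 with an adjusted p of 0.759. Neither was called in whole larvae.

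For 4 genes the paper's supplementary data give qPCR folds of mutants over siblings from other larvae. The paper's mean is 15.2 for *acod1* (SEM 5.40, 7 replicates) beside the RNA-seq fold of 6.86, and 5.18 for *il1b* (SEM 2.1, 7 replicates) beside 1.89. For *mpx* the paper's mean is 4.08 (SEM 1.03, 3 replicates) beside 4.53, and for *gpr84* it is 2.25 (SEM 0.587, 5 replicates) beside 3.45. The 2 assays were not tested against each other.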
